# Fetal Hypoglycemia Induced by Placental *SLC2A3*-RNA Interference Alters Fetal Pancreas Development and Transcriptome at Mid-Gestation

**DOI:** 10.3390/ijms25094780

**Published:** 2024-04-27

**Authors:** Victoria C. Kennedy, Cameron S. Lynch, Amelia R. Tanner, Quinton A. Winger, Ahmed Gad, Paul J. Rozance, Russell V. Anthony

**Keywords:** placenta, glucose uptake, SLC2A3, transcriptomics, insulin, glucagon

## Abstract

Glucose, the primary energy substrate for fetal oxidative processes and growth, is transferred from maternal to fetal circulation down a concentration gradient by placental facilitative glucose transporters. In sheep, SLC2A1 and SLC2A3 are the primary transporters available in the placental epithelium, with SLC2A3 located on the maternal-facing apical trophoblast membrane and SLC2A1 located on the fetal-facing basolateral trophoblast membrane. We have previously reported that impaired placental SLC2A3 glucose transport resulted in smaller, hypoglycemic fetuses with reduced umbilical artery insulin and glucagon concentrations, in addition to diminished pancreas weights. These findings led us to subject RNA derived from *SLC2A3*-RNAi (RNA interference) and NTS-RNAi (non-targeting sequence) fetal pancreases to qPCR followed by transcriptomic analysis. We identified a total of 771 differentially expressed genes (DEGs). Upregulated pathways were associated with fat digestion and absorption, particularly fatty acid transport, lipid metabolism, and cholesterol biosynthesis, suggesting a potential switch in energetic substrates due to hypoglycemia. Pathways related to molecular transport and cell signaling in addition to pathways influencing growth and metabolism of the developing pancreas were also impacted. A few genes directly related to gluconeogenesis were also differentially expressed. Our results suggest that fetal hypoglycemia during the first half of gestation impacts fetal pancreas development and function that is not limited to β cell activity.

## 1. Introduction

Functional placental insufficiency is a major cause of intrauterine growth restriction (IUGR), which commonly results in hypoglycemic fetuses due to reduced placental transfer of glucose [1,2,3]. Sheep models of IUGR have been able to recapitulate many of the same challenges that human pregnancies with IUGR experience, particularly fetal hypoglycemia [2,3,4]. Glucose, the primary energy substrate for fetal and placental oxidative processes and growth, is not produced endogenously until near term and therefore relies on transfer from the maternal circulation. In sheep, this is accomplished through a maternal-to-fetal glucose concentration gradient and facilitative glucose transporter proteins on both maternal-facing apical microvillus SLC2A3 (GLUT3) and fetal-facing basal trophoblast membranes SLC2A1 (GLUT1; [5]). The distinct localization of these two glucose transporters makes the sheep placenta an ideal model for studying the relative importance of apical versus basolateral glucose transport.

The transport of glucose from the maternal circulation plays a crucial role across different stages of pancreatic development. During the primary transition period (before 24 days gestational age [dGA] in sheep; 25–26 dGA in humans), glucose is needed for early organogenesis, endocrine cell development (including early insulin expression), and proliferation of multipotent progenitor cells, which have been shown to directly contribute to the mature size of the pancreas [6].

During the second transition period (approximately 20% of gestation to term) is when isletogenesis, branching, and full differentiation of β- and α-cells occur, including the start of β-cell responsiveness to glucose [7]. All of these are essential processes to prepare the fetus for the regulation of glucose metabolism later in pregnancy and into adult life. Perturbed glucose transport across gestation can therefore result in compounding insults to pancreatic growth and function. Studies of IUGR’s impacts on the fetal pancreas in multiple species have demonstrated inappropriate insulin responses to glucose, likely due to pancreatic insufficiency from β-cell deficiency [2] and a global reduction in pancreatic endocrine tissue mass [8,9].

Our laboratory has previously published a sheep model of diminished placental SLC2A3 glucose transport at mid-gestation (75 dGA) using in vivo lentiviral-mediated RNA interference (RNAi; [10]), which resulted in smaller, hypoglycemic fetuses with reduced umbilical artery insulin and glucagon concentrations, in addition to diminished pancreas weights. These findings lead us to subject RNA derived from fetal pancreases from both *SLC2A3*-RNAi and NTS-RNAi pregnancies to real-time quantitative PCR (qPCR) and transcriptomic analysis to further elucidate the impact of placental SLC2A3 deficiency on fetal metabolism. We hypothesized that the impact of hypoglycemia on the fetal pancreas will have a global impact on genes related to growth and function as well as a direct impact on mRNA expression of glucagon and insulin.

## 2. Results

### 2.1. Quantitative Real-Time PCR

Fetal pancreas insulin mRNA concentrations (Figure 1) were 67.6% lower in *SLC2A3*-RNAi pregnancies (*p* ≤ 0.05), whereas there was a 40.4% difference in glucagon mRNA, although this was not statistically different.

### 2.2. Transcriptomic Analysis

A total of *n* = 4 samples per group were used for transcriptomic analysis. 

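The pancreases of 8 fetuses at 75 dGA were sequenced. Of these, 4 came from *SLC2A3*-RNAi pregnancies (libraries 2_472, 3_472, 5_472 and 6_472, named by replicate) and 4 from NTS-RNAi pregnancies (libraries 7_SC, 8_SC, 11_SC and 12_SC). *SLC2A3*, the glucose transporter that the shRNA targets, was at 15.1, 19.7, 20.7 and 19.5 TPM in the *SLC2A3*-RNAi pancreases, in that order, and at 19.7, 16.9, 17.5 and 26.2 TPM in the NTS-RNAi pancreases. Its log2FC was −0.09 (standard error 0.15, adjusted p = 0.804 from limma with Benjamini-Hochberg adjustment). The lentivirus was given to the trophectoderm, which forms the placenta and not the fetus, so *SLC2A3* in the fetal pancreas does not check the group labels. Table 1 of the paper gives 160783494 to 185063154 QC reads per *SLC2A3*-RNAi library and 118975410 to 164874248 per NTS-RNAi library, with 98.06% to 98.27% mapped. The paper gives the sex of the fetuses over all 6 pregnancies per group (5 males and 1 female for NTS-RNAi, 3 males and 3 females for *SLC2A3*-RNAi). Which sex each of the 8 libraries has is not given in the sources used here.

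The values analysed are the TPM that the authors computed per gene after trimming and mapping in CLC Genomics Workbench to the Rambouillet sheep genome. They cover 25648 Ensembl genes, and each library sums to 1000000, so that a value is a share of its library corrected for gene length and holds no read depth. The paper's methods describe TMM-normalized FPKM, and no scaling between libraries beyond TPM is in these values. Genes with at least 0.5 TPM in at least 4 of the 8 libraries were tested, which left 15090, on log2(TPM + 1) by limma with an intensity trend, 2-sided. A gene was called differentially expressed at the paper's thresholds, an adjusted p up to 0.1 and an absolute fold above 1.5, and is said to have risen or fallen at the adjusted p alone. The pseudocount of 1 makes the log2FC of low genes smaller than the ratio of their means. The 36 lists of pathway and cell type genes were fixed before the data were examined and tested with limma's camera at a preset correlation of 0.01, adjusted over the 36 lists. Several of them cover pathways that the paper reports on these samples, such as pancreatic secretion and PPAR signaling, and hold genes that it names. Their tests are therefore not independent of the paper's results. With a correlation estimated from the data, 0 of the 36 lists passed at an adjusted p up to 0.1, and that p is given beside each list that passed with the preset one.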

Approximately 157 million reads were sequenced from both groups. After adapter trimming and quality filtering, 100% of reads were retained. An average of 98.2% of the quality-controlled (QC) reads were mapped to the sheep reference genome. A summary of the total number of reads and the mapping results for each sample is presented in Table 1. Principal component analysis (PCA) and a hierarchical heat map (Figure 2) revealed samples from the two treatments grouped into two distinct clusters. 

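Across the 15090 genes, the 4 *SLC2A3*-RNAi pancreases lay on one side of the 4 NTS-RNAi pancreases on component 1, which held 37.7% of the variance. The *SLC2A3*-RNAi scores were −0.88, 39.9, 25.7 and 18.1 for libraries 2_472, 3_472, 5_472 and 6_472, and the NTS-RNAi scores were −26.0, −13.4, −32.0 and −11.5 for 7_SC, 8_SC, 11_SC and 12_SC (2-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). Component 2 held 15.1% of the variance (exact permutation p = 0.486) and component 3 held 14.1% (exact permutation p = 0.514). Average-linkage clustering on Pearson correlation parted the libraries by group when divided into 2 clusters. When divided into 3, library 3_472 formed a cluster of its own. Pearson's r was 0.966 to 0.982 among *SLC2A3*-RNAi libraries, 0.977 to 0.983 among NTS-RNAi libraries and 0.946 to 0.978 between the groups, over genes, which are not independent replicates. Library 3_472 also had the highest mean log2(TPM + 1) of the hepatocyte list, 6.93, against 3.73 to 4.84 in the other 7 libraries, and of the erythroid list, 4.51 against 1.79 to 2.50. The exact p of component 1 was 0.0571 when 7_SC, 8_SC, 11_SC or 12_SC was left out.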

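In the *SLC2A3*-RNAi pancreases 262 genes were called higher and 12 lower, of 15090 tested, so that 95.6% of the calls were higher. Many of the highest folds belonged to genes of the absorptive cells of the small intestine. *LCT*, which encodes lactase, was at 31.8 ± 13.9 TPM in *SLC2A3*-RNAi and 2.15 ± 2.64 TPM in NTS-RNAi pancreases (SD, n = 4 each), a log2FC of 3.68 (standard error 0.54, limma adjusted p = 0.0191). *RBP2*, a retinol-binding protein of enterocytes, had a log2FC of 2.92 (standard error 0.28, limma adjusted p = 0.012), and *TMPRSS15*, the enteropeptidase that activates trypsinogen in the gut lumen, one of 3.13 (standard error 0.50, limma adjusted p = 0.0282). The nucleoside transporter *SLC28A2* had the smallest adjusted p of the genes named here, 0.00839 from limma, with a log2FC of 2.95 (standard error 0.25). The urea cycle enzymes *CPS1* and *OTC*, made in liver and intestine, rose by log2FC of 3.51 (standard error 0.56) and 3.01 (standard error 0.42). In all of these the 4 *SLC2A3*-RNAi libraries lay above the 4 NTS-RNAi libraries. They were picked as the largest higher calls among genes whose groups do not overlap, so this is not further evidence.

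Of the 24 absorptive enterocyte genes tested, 12 rose, 0 fell and 12 did not pass (21 rose and 1 fell when adjusted over the list alone), with a median log2FC of 1.58 (camera adjusted p = 3.9e-24, adjusted p = 0.236 with an estimated correlation). Members of this list also differed among the NTS-RNAi pancreases. *FABP2*, the fatty acid-binding protein of the intestine, was at 0.883, 11.8, 0.341 and 30.3 TPM in 7_SC, 8_SC, 11_SC and 12_SC and at 96.6 to 210 TPM in the *SLC2A3*-RNAi libraries. In the same order, *APOC3*, an apolipoprotein of intestine and liver that is not on this list, was at 4.78, 46.6, 0.452 and 111 TPM against 333 to 1053 TPM. Of the 8 intestinal identity genes, transcription factors and surface proteins of intestinal epithelium, 4 rose and 4 did not pass (8 rose when adjusted over the list alone). These had a median log2FC of 1.17 (camera adjusted p = 3.0e-10, adjusted p = 0.272 with an estimated correlation). *HNF4G*, a nuclear receptor of intestinal epithelium, was among them, with a log2FC of 1.52 (standard error 0.21, limma adjusted p = 0.0168). Of the 14 goblet and crypt cell genes, 1 rose, *AGR2*, a protein disulfide isomerase needed to make mucin, and 13 did not pass (6 rose and 1 fell when adjusted over the list alone). Over these genes the median log2FC was 0.69 (camera adjusted p = 4.1e-06, adjusted p = 0.308 with an estimated correlation). Of the 23 hepatocyte genes, 0 rose and 0 fell (4 rose when adjusted over the list alone). The list had a median log2FC of 0.94 (camera adjusted p = 5.7e-05, adjusted p = 0.446 with an estimated correlation). Its library mean was 6.93 in 3_472, against 4.14, 4.84 and 4.18 in 2_472, 5_472 and 6_472 and 3.73 to 4.63 in NTS-RNAi libraries. The groups thus overlap apart from 3_472. *ALB*, serum albumin, was at 1417 TPM in library 3_472 and at 4.60 to 91.4 TPM in the other 7.

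Among the 12 lower genes were *CDKN2A*, an inhibitor of the cell cycle, with a log2FC of −1.19 (standard error 0.14, limma adjusted p = 0.0159), and *TMEM211* with one of −1.75 (standard error 0.34, limma adjusted p = 0.0506). *PCDHB14*, a protocadherin, had a log2FC of −0.72, and *CPLX2*, a complexin that takes part in exocytosis, one of −0.60. *TMEM211*, which was too low to be tested without any 1 of the 4 NTS-RNAi libraries, did not pass without 3_472, 5_472 or 6_472, *PCDHB14* without 5_472, 6_472 or 11_SC, and *CPLX2* without 3_472, 5_472, 6_472, 11_SC or 12_SC (limma adjusted p = 0.101 to 0.171 over these 3 genes). With no filter on low values, *TMEM211* and *CPLX2* did not pass (limma adjusted p = 0.110 and 0.13).

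With the mean of the intestinal identity list as a covariate, limma called 0 genes (2287 at an unadjusted p under 0.05), and with the mean of the hepatocyte list, chosen after the data were seen, it called 68 higher. The median log2FC of the 262 higher calls was 1.44 in the fit without a covariate, 0.57 with the identity covariate (261 above 0) and 1.24 with the hepatocyte covariate (262 above 0). The identity mean comes from the same libraries and parted the groups, at 4.10 to 5.45 in *SLC2A3*-RNAi and 3.65 to 4.03 in NTS-RNAi libraries. A fit with it can remove an effect of the group itself, so covariate and group cannot be told apart, here or below. The higher calls numbered 127 with no filter on low values, 156 at a mean TPM of at least 5 and 461 with library weights. After scaling by the median of ratios across genes they numbered 392, and after quantile normalization 364. With 1 library left out, the higher calls numbered 540 without 2_472, 97 without 3_472, 85 without 5_472, 91 without 6_472, 100 without 7_SC, 169 without 8_SC and 82 without 11_SC. The lower calls numbered 20 without 2_472, 6 without 5_472, 7 without 6_472 and 2 without 11_SC. The enterocyte genes that rose then numbered 20 without 2_472, 6 without 3_472, 5_472 or 6_472 and 7 without 7_SC or 11_SC. The identity genes that rose numbered 8 without 2_472, 2 without 3_472, 6_472, 7_SC or 8_SC and 1 without 5_472 or 11_SC. The goblet and crypt genes that rose numbered 8 without 2_472 and 0 without 3_472, 5_472, 6_472 or 11_SC, where *AGR2* had limma adjusted p of 0.103 to 0.127. The hepatocyte genes that rose numbered 4 without 2_472.

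**Figure D1:**
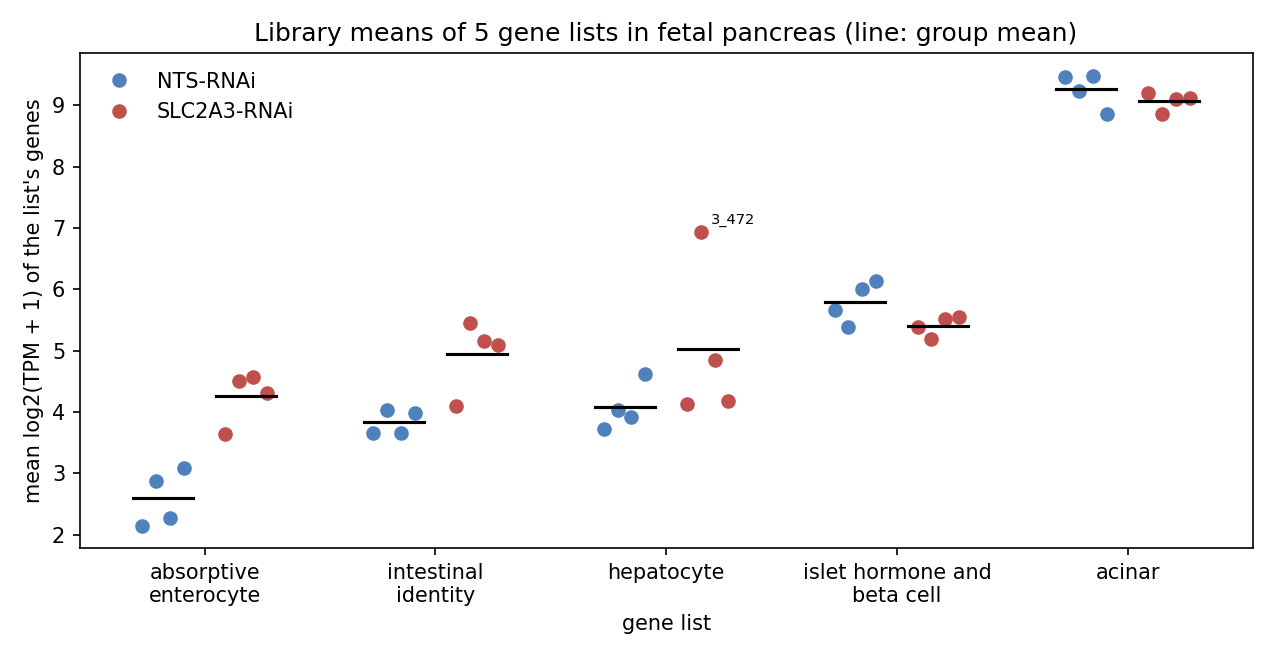
Mean log2(TPM + 1) of the genes of 5 lists (vertical axis) for each list (horizontal axis) in each library, blue for NTS-RNAi and red for *SLC2A3*-RNAi, with a line at the mean of each group of 4. The absorptive enterocyte mean was 3.64 to 4.57 in *SLC2A3*-RNAi and 2.14 to 3.08 in NTS-RNAi libraries, and library 3_472 stands above the others in the hepatocyte list.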

A total of 771 genes met our thresholds of a false discovery rate (FDR) of Q ≤ 0.1 and absolute fold change (FC) of >1.5, with 714 being upregulated and 57 being downregulated, which is illustrated in the volcano plot in Figure 3. Notable DEGs are featured in Table 2. 

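All 19 genes of Table 2 had the sign of the paper in the ratio of mean TPM, 16 higher and 3 lower in *SLC2A3*-RNAi pancreases. Of the 18 that could be tested, 8 rose, 2 fell and 8 did not pass (15 rose and 3 fell when adjusted over the list alone). The study chose these genes on these samples, so neither count is independent evidence. Table 2 prints 1 of them as HAA0, hydroxyacid oxidase, under tryptophan metabolism, and it was read here as *HAAO*. In the kynurenine route of tryptophan breakdown, *KYNU* (kynureninase) was at 2.68 ± 0.944 TPM against 0.451 ± 0.263 TPM and *HAAO* (3-hydroxyanthranilate dioxygenase) at 28.3 ± 18.9 TPM against 3.27 ± 2.48 TPM (SD, n = 4 each, *SLC2A3*-RNAi against NTS-RNAi). Their log2 ratios of mean TPM were 2.57 (standard error 0.49, limma adjusted p = 0.0308) and 3.12 (standard error 0.73, limma adjusted p = 0.0475). *TDO2*, the enzyme that opens this route, was too low to be tested, and its log2 ratio of 4.36 (standard error 1.48) rests on library 3_472, at 4.04 TPM. Without that library the log2 ratio was −1.26.

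*SLC26A3*, an anion exchanger of the intestinal epithelium, was at 1.93, 9.79, 10.0 and 9.96 TPM in 2_472, 3_472, 5_472 and 6_472 and at 0.615 to 2.19 TPM in NTS-RNAi libraries, with a log2 ratio of 2.53 (standard error 0.54, limma adjusted p = 0.105, and 0.0023 without 2_472). *HS3ST1*, a heparan sulfate sulfotransferase, had a log2 ratio of 0.83 (standard error 0.27, limma adjusted p = 0.169) and *LDHA*, lactate dehydrogenase A, one of 0.69 (standard error 0.29, limma adjusted p = 0.277). Both passed without 2_472, at adjusted p of 0.036 and 0.078. With the mean of the intestinal identity list as a covariate, the log2FC of *SLC26A3* was −0.05 (standard error 0.28), that of *HS3ST1* −0.0083 (standard error 0.24) and that of *LDHA* −0.23 (standard error 0.29). The 10 genes called without the covariate kept their sign in that fit. The log2FC stayed large for some, such as *CLPS* (−1.13 against −0.88), and was smaller for others, such as *PLCB3* (0.16 against 1.05). *KYNU* did not pass without 5_472, 6_472 or 11_SC, nor *HAAO* without any 1 of 3_472, 5_472, 6_472, 7_SC, 11_SC and 12_SC (limma adjusted p = 0.105 to 0.147), nor *HAAO* with no filter on low values (0.114). The number of Table 2 genes called, 10, was 17 without 2_472, 6 without 6_472 and 4 without 11_SC. The number was 5 with the hepatocyte covariate, chosen after the data were seen (*CCK*, *ST18*, *CREB3L3*, *PCK1* and *PCK2*), 0 with the intestinal identity covariate, 8 of 19 tested with no filter on low values, 7 of 13 tested at a mean TPM of at least 5 and 11 with no intensity trend. It was 14 after scaling by the median of ratios across genes or quantile normalization and 15 with library weights, where *SHH*, *SLC26A3*, *SLC27A4*, *HS3ST1* and *FBP1* were called as well.

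**Figure D2:**
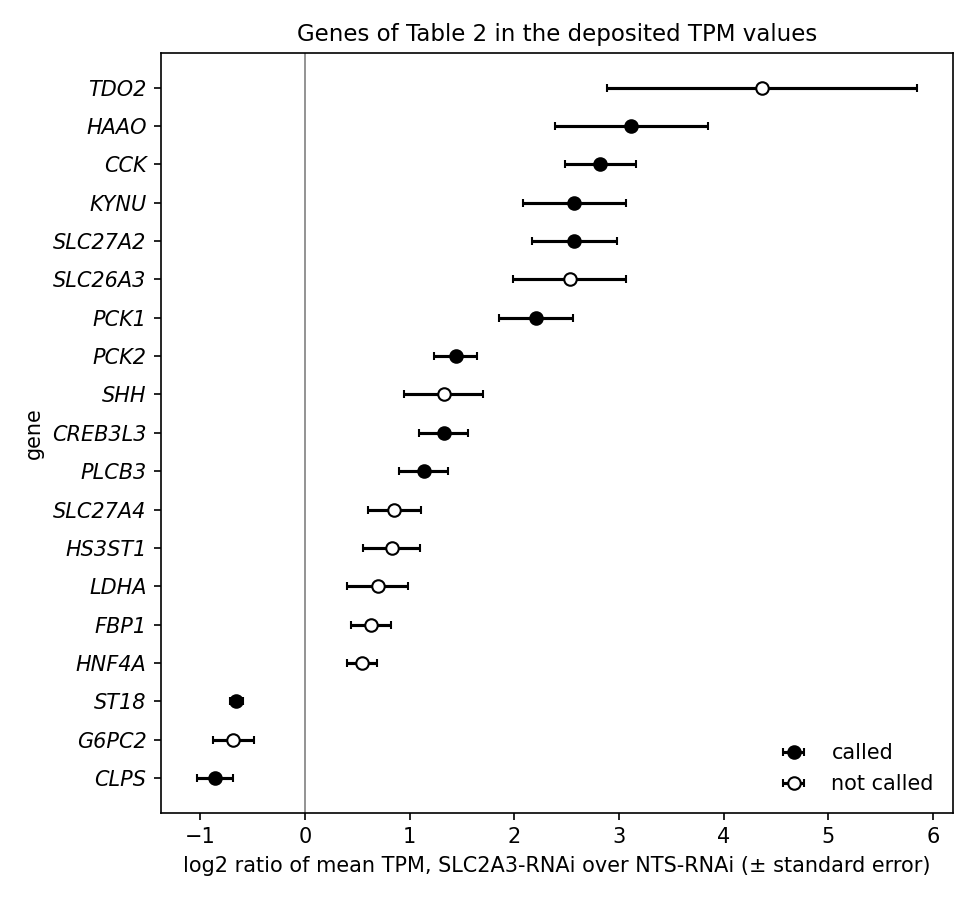
Log2 ratio of mean TPM, *SLC2A3*-RNAi over NTS-RNAi (horizontal axis), with its standard error, for the 19 genes of Table 2 (vertical axis), where filled points were called at the paper's thresholds and open points were not. *TDO2* has the highest ratio, 4.36, and the widest error, and *CLPS*, *G6PC2* and *ST18* lie below 0.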

Due to few downregulated genes, gene ontological (GO) enrichment analysis revealed predominantly pathways affected by gene upregulation.

Biological processes (BPs) identified by the GOTERM_BP_DIRECT database included pathways associated with multiple metabolic processes, gluconeogenesis, digestion, and negative regulation of cell proliferation (Table 3). 

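Among the genes of Table 3, those that rose held enzymes of carbohydrate and lipid handling, and 3 genes fell. Of 9 tested genes of carbohydrate metabolic process, 2 rose, *NPL* (N-acetylneuraminate pyruvate lyase, log2FC 1.04, standard error 0.15, limma adjusted p = 0.0191) and *RENBP*, which makes N-acetylmannosamine (log2FC 1.30, standard error 0.28, limma adjusted p = 0.0662). Of 6 genes of cholesterol homeostasis, 3 rose, the sterol exporter *ABCG8*, the cholesterol acyltransferase *SOAT2* and the triglyceride-forming *DGAT2* (log2FC 1.76, standard error 0.22, limma adjusted p = 0.0159). *CUBN*, the receptor cubilin, rose with *SOAT2* among 3 genes of cholesterol metabolic process (log2FC 1.40, standard error 0.16, limma adjusted p = 0.0155).

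Of 9 genes of negative regulation of cell proliferation, 3 rose and 2 fell. *CLDN19*, a claudin of tight junctions, had the largest log2FC of these, 2.68 (standard error 0.44, limma adjusted p = 0.0293). *SLC9A3R1*, a scaffold protein of the brush border, and *BMP5* also rose, and *PODN*, a proteoglycan of the matrix, fell by 0.56 on the log2 scale (limma adjusted p = 0.0796) beside *ST18*. In cell surface receptor signaling 2 of 6 genes rose, *ADGRG7* and *GLP2R*, a receptor for a glucagon-like peptide. In lipid catabolic process *PLCB3* and *PLBD1* of 5 genes rose and *CLPS* fell. In the remaining processes 2 of 4 rose in gluconeogenesis (*PCK1* and *PCK2*), 2 of 3 in fatty acid transport (*SLC27A2* and *SLC27A6*), 1 of 2 in fatty acid metabolic process (*NAAA*), 1 of 2 in phospholipid homeostasis (*ITGB6*) and 0 of 2 in cell-cell signaling, while the 1 tested gene of digestion, *CLPS*, fell. The study chose these lists on these samples, so their counts are not independent evidence of a direction. Adjusted over each list alone, 8 rose and 1 fell in carbohydrate metabolic process, 5 rose in cholesterol homeostasis, and 7 rose and 2 fell in negative regulation of cell proliferation.

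With 1 library left out, 8 genes of carbohydrate metabolic process rose without 2_472 and 1 without 3_472, 5_472, 6_472, 7_SC, 8_SC or 11_SC. Without 2_472, 7 genes of negative regulation of cell proliferation rose, and without 3_472, 5_472, 6_472, 7_SC, 8_SC or 11_SC 1 rose, with 1 that fell. In cholesterol homeostasis 5 rose without 2_472 and 1 without 6_472, 7_SC, 8_SC, 11_SC or 12_SC. *NPL*, *DGAT2*, *CUBN*, *CLDN19* and *ADGRG7* rose without any 1 of the 8 libraries. *ABCG8*, *SLC9A3R1*, *BMP5*, *ITGB6* and *PODN* did not pass without 3_472, 5_472, 6_472, 7_SC, 8_SC, 11_SC or 12_SC, *RENBP* without 3_472, 5_472, 6_472, 7_SC, 8_SC or 11_SC, *GLP2R* without 3_472, 5_472, 7_SC, 8_SC or 11_SC, *NAAA* without 3_472, 5_472, 6_472, 7_SC or 11_SC, *SOAT2* without 6_472, 7_SC, 8_SC, 11_SC or 12_SC and *PLBD1* without 5_472 or 7_SC (limma adjusted p = 0.104 to 0.250 over these genes). With no filter on low values, *ABCG8*, *SLC9A3R1*, *BMP5*, *ITGB6*, *PODN*, *RENBP*, *GLP2R* and *SOAT2* did not pass (limma adjusted p = 0.105 to 0.176). Nor did *SLC9A3R1* at a mean TPM of at least 5 (0.115), with no intensity trend (0.13) or without the 20 most abundant genes, *PODN* at a mean TPM of at least 5 (0.119), or *ITGB6* with pseudocounts of 0.1 (0.114) and 0.5 (0.1001).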

Twelve (17%) genes contributing to biological processes overlapped with more than one biological process.

The top pathways identified by KEGG analysis of DEGs were predominantly related to metabolism (96 genes). 

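Of 17 genes of carbohydrate digestion and absorption, 6 rose in *SLC2A3*-RNAi pancreases, 0 fell and 11 did not pass (9 rose and 2 fell when adjusted over the list alone). Their median log2FC was 0.31 (camera adjusted p = 7.3e-08, adjusted p = 0.344 with an estimated correlation). They were the disaccharidase genes *LCT* and *MGAM2*, the sugar transporters *SLC5A1* and *SLC2A5*, the hexokinase *HKDC1* and the phospholipase *PLCB3*. *MGAM*, which the paper lists under carbohydrate metabolic process, did not pass (limma adjusted p = 0.309). Its log2FC was below 0, from −1.05 to −0.47 over the alternatives set before the data were examined in which it was tested. Of 18 genes of cholesterol and lipoprotein transport, 6 rose and 0 fell (7 rose when adjusted over the list alone). Over these genes the median log2FC was 0.34 (camera adjusted p = 5.7e-05, adjusted p = 0.380 with an estimated correlation). Among the 6 was *APOA1*, the main protein of high-density lipoprotein, at 1817 ± 364 TPM against 1095 ± 204 TPM (SD, n = 4 each), with a log2FC of 0.73 (standard error 0.17, limma adjusted p = 0.0924). Of 14 genes of tryptophan metabolism, 3 rose and 0 fell (6 rose and 1 fell when adjusted over the list alone). The list had a median log2FC of 0.21 (camera adjusted p = 7.0e-05, adjusted p = 0.344 with an estimated correlation). The 3 were *KYNU*, *HAAO* and *MAOB*, a monoamine oxidase (log2FC 1.22, standard error 0.22, limma adjusted p = 0.0392). The library means of the carbohydrate digestion list ran from 3.86 to 4.43 in *SLC2A3*-RNAi and from 3.31 to 3.85 in NTS-RNAi libraries, and those of the intestinal identity list from 4.10 to 5.45 and from 3.65 to 4.03.

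Genes that rose in carbohydrate digestion numbered 9 without 2_472 and 3 without any 1 of the other 7 libraries. In cholesterol and lipoprotein transport they numbered 2 without 3_472, 5_472 or 8_SC and 1 without 6_472, 7_SC or 11_SC, and in tryptophan metabolism they numbered 1 without 3_472 or 7_SC and 0 without 5_472, 6_472 or 11_SC. *APOA1* did not pass after quantile normalization (limma adjusted p = 0.167), with no filter on low values (0.182), at a mean TPM of at least 5 (0.105), with no intensity trend (0.109) or without any 1 of 3_472, 5_472, 6_472, 7_SC, 8_SC and 11_SC (limma adjusted p = 0.159 to 0.245), nor *MAOB* without 3_472, 5_472, 6_472, 7_SC or 11_SC (limma adjusted p = 0.108 to 0.125).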

Figure 4 presents the specific metabolic pathways identified by KEGG pathway analysis, excluding the overall metabolism category.

The interaction networks of DEGs involved in highly enriched pathways are presented in Figure 5, which demonstrates the interaction between genes from the different enriched pathways and their relation to the large number of genes contributing to the metabolic pathways term. Of the 245 genes contributing to the interaction networks in Figure 5, 37% (91 genes) had overlapping contributions to more than one enriched pathway.

## 3. Discussion

Glucose is the primary energy substrate for fetal and placental development and growth [7]. Its delivery to the fetus is reliant upon the maternal-to-fetal concentration gradient enabled by facilitative glucose transporters. In sheep, the locations of SLC2A3 and SLC2A1 on the trophoblast membranes create an ideal model for investigating the relative importance of apical (SLC2A3) compared to basolateral (SLC2A1) glucose transport [5]. The importance of placental glucose uptake, transport, and metabolism is highlighted in IUGR pregnancies, in which the degree of fetal hypoglycemia correlates with the severity of IUGR [1,11]. Glucose availability also plays a crucial role in different stages of pancreatic development. During the primary transition period, glucose is essential for organogenesis, endocrine cell development, and the proliferation of multipotent progenitor cells. The second transition period sees the differentiation of β- and α-cells and the beginning of β-cell responsiveness to glucose, setting the stage for the regulation of glucose metabolism later into pregnancy and postnatal life [12,13].

We previously established [10] that diminished placental SLC2A3 concentrations during the first-half of gestation results in smaller, hypoglycemic fetuses that exhibited reduced umbilical artery insulin and glucagon concentrations, and smaller pancreases. This led us to hypothesize that those pancreases were enduring a global effect of hypoglycemia on development and growth, not simply impaired β-cell function. Our current results of a 67.6% reduction in insulin mRNA and 40.4% reduction in glucagon mRNA in *SLC2A3-*RNAi fetal pancreases (Figure 1) align with the reported reductions in those hormones in umbilical arterial blood [10]. Reduced insulin secretion, smaller pancreases, and pancreatic dysfunction have all been shown to be hallmarks of the IUGR fetus [12]. A sheep model of near-term IUGR demonstrated impaired insulin secretion as a result of significantly reduced insulin content of the fetal pancreases, with deficient insulin storage and/or biosynthesis, in addition to decreased β-cell mass [2]. Other sheep models demonstrate hypoglycemic fetuses’ insulin secretion is diminished despite similar numbers of β-cells, that did not fully recover even when glucose was returned to normal concentrations, revealing hypoglycemic programming of fetal β-cell function [6]. Chronic hypoglycemia in similar studies have bolstered this β-cell programming effect in addition to decreased β-cell mass and impaired glucose-stimulated insulin secretion (GSIS; [12]). Clearly, the smaller pancreases observed in the hypoglycemic, *SLC2A3*-RNAi fetuses could have smaller β-cell masses and therefore the ability to secret insulin at sufficient levels.

Therefore, we conducted a transcriptomic analysis of fetal pancreases from *SLC2A3*- and NTS-RNAi pregnancies to further investigate how fetal hypoglycemia during the first-half of gestation contributed to impaired pancreatic growth and function. Our findings demonstrate impacts on pathways related to the critical transition periods of pancreatic development during early- to mid-gestation, including both organogenesis and pancreatic function, and altered pancreatic metabolism, with potential long-term impacts on glucose homeostasis. 

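Of 16 proliferation genes tested, 0 rose and 0 fell in *SLC2A3*-RNAi pancreases, also when adjusted over the list alone, with a median log2FC of −0.06 (camera adjusted p = 0.399). Library means of this list were 5.00 to 5.16 in *SLC2A3*-RNAi and 5.06 to 5.18 in NTS-RNAi pancreases. Of 15 duct and progenitor genes, 0 rose and 0 fell (2 rose and 5 fell when adjusted over the list alone), with a median log2FC of −0.04 (camera adjusted p = 0.878). Without 2_472, 2 rose and 3 fell. *PDX1*, the transcription factor of pancreatic progenitors and β-cells, was at 55.9 ± 4.18 TPM in *SLC2A3*-RNAi and 72.8 ± 8.41 TPM in NTS-RNAi pancreases (SD, n = 4 each), with every *SLC2A3*-RNAi library below every NTS-RNAi library. Its log2FC was −0.37 (standard error 0.10, limma adjusted p = 0.122, and 0.093 and 0.091 without 2_472 or 8_SC).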

In the context of early pregnancy and pancreatic organogenesis, our analysis revealed several pathways associated with cellular signaling and growth. *SHH*, an important ligand in hedgehog signaling, was significantly upregulated (log2FC = 1.399). 

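*SHH* was at 2.05, 2.58, 2.79 and 3.80 TPM in *SLC2A3*-RNAi pancreases (2_472, 3_472, 5_472 and 6_472) and at 0.489, 1.14, 1.73 and 1.11 TPM in NTS-RNAi pancreases (7_SC, 8_SC, 11_SC and 12_SC), so that all 4 libraries of the first group lay above the second. The log2 ratio of mean TPM was 1.33 (standard error 0.38), and the log2FC on log2(TPM + 1) was 0.86 (standard error 0.21, adjusted p = 0.1004 from limma), just outside the threshold of 0.1. *IHH*, another hedgehog ligand, which intestinal epithelium also makes, was at 31.1 ± 17.6 TPM against 7.75 ± 3.78 TPM (SD, n = 4 each), with a log2FC of 1.75 (standard error 0.51, limma adjusted p = 0.169). Of 14 hedgehog pathway genes, 0 rose and 0 fell (2 rose when adjusted over the list alone). Across the list the median log2FC was −0.06 and their mean 0.13 (camera adjusted p = 0.464, direction up). Without 2_472 both ligands passed, *SHH* at a limma adjusted p of 0.052 and *IHH* at 0.010. The log2FC of *IHH* was −0.39 (standard error 0.34) with the mean of the intestinal identity list as a covariate, and that of *SHH* was 0.57 (limma adjusted p = 0.476). *SHH* also passed after scaling by the median of ratios across genes, after quantile normalization, without the intensity trend and with library weights. *IHH* passed with library weights as well.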

Hedgehog signaling regulates growth, differentiation, and function in many organs in both the fetus and adult; however, in the pancreas, *SHH*’s role in pancreatic development is more complex. Studies from mice have demonstrated that increased hedgehog signaling antagonizes organogenesis, and *SHH-*specific inhibition is a prerequisite for pancreas formation, with other hedgehog ligands (i.e., *IHH*) likely promoting pancreatic formation [14,15]. Upregulation of *SHH* in the *SLC2A3*-RNAi fetal pancreas fits with these studies in mice and could help explain the reduced pancreas size and initial organogenesis during fetal hypoglycemia [10].

The hepatocyte nuclear factor (*HNF*) family of transcription factors has been implicated in the early stages of organ formation, including interacting with crucial pancreatic transcription factors such as *PDX1*, a marker of pancreatic progenitor cells critical to β-cell determination [13,16,17]. Hepatocyte Nuclear Factor 4 Alpha (*HNF4α*) was differentially expressed (log2FC = −0.599) and, in the analysis of biological processes, contributed to pathways associated with the negative regulation of cell proliferation as well as phospholipid and cholesterol homeostasis. 

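*HNF4A* was higher in the mean of the *SLC2A3*-RNAi pancreases, at 48.3, 71.6, 67.4 and 65.2 TPM (2_472, 3_472, 5_472 and 6_472) against 40.6, 45.1, 49.5 and 38.0 TPM in the NTS-RNAi pancreases (7_SC, 8_SC, 11_SC and 12_SC). The log2 ratio of mean TPM was 0.54 (standard error 0.14) and the log2FC 0.53 (standard error 0.13, limma adjusted p = 0.113, which did not pass). Without 2_472 it passed, at an adjusted p of 0.0085, as it did after scaling by the median of ratios, after quantile normalization and with library weights. The log2FC was positive under all the settings run, and lowest with the mean of the intestinal identity list as a covariate, at 0.13 (limma adjusted p = 0.750). *VIL1*, which encodes villin of the brush border and is on the intestinal identity list with *HNF4G*, had a log2FC of 0.58 (standard error 0.17, limma adjusted p = 0.167, and 0.016 without 2_472). It also passed after scaling by the median of ratios, after quantile normalization and with library weights.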

A study investigating transcriptional regulatory networks of pancreatic islets found that *HNF4α* contributes to a large fraction of pancreatic islet transcriptomes by binding directly to nearly half of the actively transcribed genes [18]. *HNF4α*’s large influence on organogenesis and the development of functional β-cells has also been shown in many mouse studies. One such study, by Chen et al. [19], demonstrated that homozygous germline ablation of *HNF4α* is embryonically lethal, even before pancreas development. However, β-cell specific ablation of *HNF4α* resulted in hyperinsulinemia in utero and reduced blood glucose levels at birth [20]. Additionally, mutation of *HNF4α* in people is associated with MODY (maturity onset diabetes of the young; [13,18,20]), further demonstrating its crucial contribution to glucose homeostasis. These studies highlight the broad influence of *HNF4α* on the pancreatic transcriptome and could explain why changes in its expression, specifically the downregulation seen in our study, could have such a large impact on both the growth and function of the fetal pancreas.

The secondary transition period of the fetal pancreas overlaps with the first transition period in both sheep and humans, and occurs over a broad period from around 20% of gestation to term [12,21]. It is characterized by growth, branching, and differentiation into the different pancreatic cell lineages that coincide with an increase in endocrine and exocrine gene expression [13]. In our model, many genes and pathways specifically associated with pancreatic function were affected, in addition to metabolism and delivery of energetic substrates. 

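Of 32 pancreatic secretion genes tested, 2 rose in *SLC2A3*-RNAi pancreases, *CCK* and *PLCB3*, and 0 fell (8 rose when adjusted over the list alone). *PLCB3*, a phospholipase C that releases inositol trisphosphate, was at 53.5 ± 16.3 TPM in *SLC2A3*-RNAi and 24.4 ± 3.02 TPM in NTS-RNAi pancreases (SD, n = 4 each), with a log2FC of 1.05 (standard error 0.22, limma adjusted p = 0.0615). *CLCA1*, a secreted protein of goblet cells, had a log2FC of 1.17 (standard error 0.30, limma adjusted p = 0.123) and did not pass. The phospholipase *PLA2G12B*, the sodium pump subunit *ATP1B3*, the calcium release channel *ITPR3* and the calcium pump *ATP2B1* did not pass either. Their log2FC were 1.42, 0.81, 0.50 and 0.59 in that order, at limma adjusted p of 0.108 to 0.315. Over the list the median log2FC was −0.02, the mean 0.26 and the direction of camera up (adjusted p = 0.0104, adjusted p = 0.446 with an estimated correlation). The median thus differed in sign from the other measures, and it was above 0 after scaling by the median of ratios (0.04), with library weights (0.004) and without 12_SC (0.05).

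Of 16 genes of acinar cells, the exocrine cells that fill the pancreas, 0 rose, 15 did not pass and 1 fell, *CLPS*, which encodes colipase, also when adjusted over the list alone (median log2FC −0.18, camera adjusted p = 0.223). *CLPS* was at 653 ± 149 TPM in *SLC2A3*-RNAi and 1184 ± 80.9 TPM in NTS-RNAi pancreases (SD, n = 4 each), with a log2FC of −0.88 (standard error 0.15, limma adjusted p = 0.0324, and 0.110 without 11_SC). *CPA1*, carboxypeptidase A1, at 11672 ± 1795 TPM against 13909 ± 4409 TPM (SD, n = 4 each), had a log2FC of −0.21 (standard error 0.25, limma adjusted p = 0.697).

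*PLCB3* did not pass without 3_472, 5_472, 6_472, 7_SC, 8_SC, 11_SC or 12_SC (limma adjusted p = 0.103 to 0.172) or with no filter on low values (0.132), and without 2_472 *PLA2G12B*, *CLCA1*, *ATP1B3*, *ITPR3* and *ATP2B1* all passed. *CLCA1*, *ATP1B3* and *ATP2B1* also passed after scaling by the median of ratios, after quantile normalization and with library weights. *ATP1B3* passed with TPM rescaled without the 20 most abundant genes as well, and *PLA2G12B* passed with library weights. The log2FC of *PLA2G12B*, *ATP1B3*, *ITPR3* and *ATP2B1* were −0.20, −0.03, −0.34 and −0.13, in that order, with the mean of the intestinal identity list as a covariate. Pancreatic secretion genes that rose numbered 10 without 2_472 and 1 without any 1 of the other 7 libraries, and the acinar genes that fell 0 without 11_SC.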

KEGG pathways analysis revealed several genes contributing to pancreatic secretion: *PLCB3*, *PLA2G12B*, *CLCA1*, *ATP1B3*, *ITPR3*, *CCK*, *ATP2B1*, *SLC26A3*, some of which overlap with other biological processes. For example, *PLCB3* and *PLA2G12B* both contribute to lipid catabolic processes, demonstrating the complex interactions between intracellular signaling and pancreatic function. Arguably the most notable DEG in this list is *CCK*, which was upregulated (log2FC = 2.852). 

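*CCK*, the hormone cholecystokinin, was at 9.47, 11.0, 19.8 and 10.8 TPM in *SLC2A3*-RNAi pancreases (2_472, 3_472, 5_472 and 6_472) and at 1.92, 2.09, 1.03 and 2.17 TPM in NTS-RNAi pancreases (7_SC, 8_SC, 11_SC and 12_SC). The log2 ratio of mean TPM was 2.82 (standard error 0.34) and the log2FC 2.26 (standard error 0.23, limma adjusted p = 0.012). *CCK* was called without any 1 of the 8 libraries (limma adjusted p up to 0.0436). Other hormones of the gut's endocrine cells that rose were *MLN* (motilin), at 18.4 ± 10.5 TPM against 1.14 ± 1.44 TPM (SD, n = 4 each), with a log2FC of 3.23 (standard error 0.44, limma adjusted p = 0.0168), and *SCT* (secretin), at 17.5 ± 2.06 TPM against 10.5 ± 1.98 TPM (SD, n = 4 each), with a log2FC of 0.70 (standard error 0.14, limma adjusted p = 0.0503). Of the 9 enteroendocrine genes tested, these 3 rose and 0 fell (6 rose when adjusted over the list alone). Their median log2FC was 0.70 (camera adjusted p = 7.5e-09, adjusted p = 0.156 with an estimated correlation). The library means of this list were 3.25 to 3.66 in *SLC2A3*-RNAi and 2.09 to 2.59 in NTS-RNAi libraries. With the mean of the intestinal identity list as a covariate, the log2FC of *CCK* was 1.81 (standard error 0.39, limma adjusted p = 0.233). *SCT* did not pass without 3_472, 5_472, 6_472, 7_SC, 8_SC or 11_SC (limma adjusted p = 0.108 to 0.158), which left 2 genes of the list that rose, and 5 rose without 2_472. Nor did *SCT* pass with no filter on low values (limma adjusted p = 0.109).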

*CCK* acts on numerous tissues in the body but is primarily involved in metabolism and digestion. It is best known for the stimulation of exocrine pancreas enzyme secretion but has also been shown to stimulate adaptive pancreatic growth in neonatal and adult rodent models [22]. Little research exists on the role of CCK during pancreatic development, especially in sheep; however, studies in mice have shown the expression of *CCK* as a marker of endocrine cell lineage early on, as well as expression in acinar and α-cells in later stages [23]. A study utilizing human pancreatic tissues reported that CCK-B/Gastrin receptors mediate the autocrine effects of gastrin on developing islets in the fetal pancreas, implicating an important role for *CCK* in the regulation of glucose homeostasis [24].

Another pathway highlighted by KEGG analysis related to intercellular signaling was Peroxisome Proliferator-Activated Receptor (PPAR) signaling. PPAR signaling is involved in lipid homeostasis during development throughout the body, and disruption of PPARs has been linked to metabolic diseases, such as lipid accumulation in pancreatic beta cells with implications for diabetes [25]. In zebrafish development, disruption of PPAR signaling results in ligand-specific impaired endocrine and exocrine pancreas development and disrupted gene expression of key developmental genes for the pancreas (i.e., *PDX1*; [25]). Additionally, PPARβ/δ knockout mice have impaired insulin secretion [26]. In our model, multiple genes related to peroxisomes and PPAR signaling were upregulated (Figure 4), including some overlapping contributions from *ACAA1* (Acetyl-CoA acyltransferase 1), *EHHADH* (enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase), and *SLC27A2*. 

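Of 32 genes of fatty acid oxidation and the peroxisome, 6 rose in *SLC2A3*-RNAi pancreases, 0 fell and 26 did not pass (11 rose when adjusted over the list alone). Over these genes the median log2FC was 0.16 (camera adjusted p = 1.7e-10, adjusted p = 0.308 with an estimated correlation). *PECR*, a peroxisomal enoyl-CoA reductase, was at 43.8 ± 7.84 TPM against 22.0 ± 3.29 TPM in NTS-RNAi (SD, n = 4 each), with a log2FC of 0.95 (standard error 0.15, limma adjusted p = 0.0252). *EHHADH* was at 10.6 ± 2.55 TPM against 5.60 ± 0.459 TPM (SD, n = 4 each), with a log2FC of 0.79 (standard error 0.16, limma adjusted p = 0.0527) and *ACAA1* at 74.5 ± 13.0 TPM against 50.2 ± 5.65 TPM (SD, n = 4 each), with a log2FC of 0.55 (standard error 0.13, limma adjusted p = 0.09). The acyl-CoA synthetase *ACSL5*, abundant in intestinal epithelium, had a log2FC of 1.96 (standard error 0.35, limma adjusted p = 0.0392).

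Of 51 PPAR signaling genes, 11 rose, 0 fell and 40 did not pass (15 rose and 1 fell when adjusted over the list alone). The list had a median log2FC of 0.12 (camera adjusted p = 2.1e-07, adjusted p = 0.435 with an estimated correlation). The 11 were targets of the receptors and none of them was a receptor: *FABP1*, *FABP2*, *APOA1*, *APOC3*, *ACAA1*, *EHHADH*, *ACSL5*, *SLC27A2*, *SLC27A6*, *PCK1* and *PCK2*. *PPARD*, which encodes PPARβ/δ, was at 22.3 ± 2.65 TPM against 21.5 ± 2.23 TPM (SD, n = 4 each), with a log2FC of 0.05 (standard error 0.11, limma adjusted p = 0.851). *FABP2* and *SLC5A1* of the enterocyte list and *HNF4G* of the identity list were higher in the same libraries.

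*ACAA1* did not pass without 3_472, 5_472, 6_472, 7_SC, 8_SC, 11_SC or 12_SC, *EHHADH* without 3_472, 5_472, 6_472, 7_SC, 8_SC or 11_SC, and *ACSL5* without 3_472, 5_472, 6_472, 7_SC or 11_SC (limma adjusted p = 0.108 to 0.218 over the 3 genes). *ACAA1* did not pass with no intensity trend (limma adjusted p = 0.124), with no filter on low values (0.157), at a mean TPM of at least 5 (0.105) or with TPM rescaled without the 20 most abundant genes (0.112) either, nor *EHHADH*, *APOC3*, *FABP1* and *FABP2* with no filter (0.116 to 0.154). Genes that rose among the 32 numbered 10 without 2_472, 2 without 3_472, 6_472, 7_SC or 11_SC, 1 without 5_472 and 3 without 8_SC. Among the 51 they numbered 2 without 3_472, 6_472, 7_SC or 11_SC, 3 without 5_472 and 7 without 8_SC.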

*ACAA1* and *EHHADH* are both involved in β-oxidation throughout the body and likely contribute to lipid metabolism within the pancreas, in concert with *SLC27A2*’s role in fatty acid transport. This further demonstrates the complexity and interconnectedness of intercellular signaling and substrate transport with pancreatic growth, metabolism, and function.

Many biological processes (Table 2) related to lipid metabolism were affected, including phospholipid homeostasis, lipid catabolic processes, fatty acid metabolic processes, and transport. KEGG pathways analysis (Figure 4) also revealed many genes contributing to fat digestion and absorption pathways. 

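Fat absorption genes that rose in *SLC2A3*-RNAi pancreases were mainly those that enterocytes use to take up, re-esterify and export lipid, while the pancreatic lipase cofactor gene *CLPS* fell. Of 22 genes of fat digestion and absorption, 7 rose, 1 fell and 14 did not pass (10 rose and 1 fell when adjusted over the list alone). In this group the median log2FC was 0.12 (camera adjusted p = 7.3e-05, adjusted p = 0.344 with an estimated correlation). The 7 were *FABP1*, *FABP2*, *APOA1*, *APOA4*, *ABCG8*, *DGAT2* and *MOGAT2*. *FABP1*, a fatty acid-binding protein of liver and intestine, was at 236 ± 111 TPM against 39.3 ± 21.8 TPM in NTS-RNAi (SD, n = 4 each), with a log2FC of 2.65 (standard error 0.55, limma adjusted p = 0.0614). *MOGAT2*, a monoacylglycerol acyltransferase of the intestine, was at 4.27 ± 1.90 TPM against 0.478 ± 0.431 TPM (SD, n = 4 each), with a log2FC of 1.80 (standard error 0.30, limma adjusted p = 0.0302). *APOA4*, an apolipoprotein of chylomicrons, was at 0.182, 6.49, 0.0323 and 28.0 TPM in 7_SC, 8_SC, 11_SC and 12_SC and at 49.3 to 118 TPM in *SLC2A3*-RNAi libraries (log2FC 4.17, standard error 0.95, limma adjusted p = 0.0842). The list's library means were 5.62 to 6.25 in *SLC2A3*-RNAi and 4.91 to 5.50 in NTS-RNAi libraries, and the enterocyte list parted the groups as well.

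*FABP1* did not pass without 3_472, 5_472, 6_472, 7_SC or 11_SC, *APOA4* without 3_472, 5_472, 6_472, 7_SC, 8_SC or 11_SC, and *MOGAT2* without 11_SC (limma adjusted p = 0.101 to 0.221 over the 3 genes). *APOA4* did not pass with a pseudocount of 0.1 (limma adjusted p = 0.145) or 0.5 (0.108), with no filter on low values (0.172) or with no intensity trend (0.107) either, nor *FABP1* with no filter (0.133). Genes of the list that rose numbered 2 without 3_472, 5_472, 6_472 or 7_SC, 4 without 8_SC and 1 without 11_SC, and 0 fell without 11_SC.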

Free fatty acids (FFAs) in particular have complex actions in the pancreas, but nevertheless are important regulators in glucose metabolism and insulin release, and the activation of their receptors directly impacts pancreas secretion [27]. They can also stimulate the release of CCK from enteroendocrine cells, which in turn induces pancreatic enzyme secretion. While short-term exposure to FFAs, specifically long-chain fatty acids, results in insulin release from β-cells, it has been well documented that chronic exposure and/or lipotoxicity results in desensitization, impaired GSIS, insulin resistance, and, over the long-term, β-cell damage [27,28,29,30].

Fatty acids are also oxidized by the TCA cycle within the mitochondria, yielding ATP, which can contribute to increased ATP concentrations, plasma membrane depolarization via ATP-sensitive K+ channels (K_ATP_), and eventual Ca^2+^ dependent exocytosis of insulin [29,31,32]. Pancreases from *SLC2A3*-RNAi fetuses had increased expression of members of the solute carrier family 27 (*SLC27A2*, *SLC27A4, SLC27A6*), all of which are long-chain fatty acid transport transmembrane proteins [31]. Upregulation of these transporters could be a compensation of the hypoglycemic fetal pancreas to increase intake of fatty acids for use as an energetic substrate and also an attempt to maintain insulin responsiveness, albeit at lower levels than their NTS-RNAi counterparts. 

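*SLC27A2* and *SLC27A6* rose in *SLC2A3*-RNAi pancreases and *SLC27A4* did not pass. *SLC27A2* was at 4.22 ± 2.17 TPM against 0.710 ± 0.162 TPM in NTS-RNAi (SD, n = 4 each), with a log2FC of 1.52 (standard error 0.28, limma adjusted p = 0.0413) and *SLC27A6* at 9.32 ± 5.78 TPM against 1.08 ± 0.845 TPM (SD, n = 4 each), with a log2FC of 2.18 (standard error 0.47, limma adjusted p = 0.070). *SLC27A4*, the most abundant of the 3, was at 9.67, 22.5, 19.2 and 17.0 TPM in 2_472, 3_472, 5_472 and 6_472 and at 8.69 to 11.5 TPM in NTS-RNAi libraries (log2FC 0.74, standard error 0.22, limma adjusted p = 0.181, and 0.005 without 2_472). *SLC27A4* also passed after scaling by the median of ratios, after quantile normalization and with library weights (limma adjusted p = 0.080, 0.077 and 0.030). Its log2FC was −0.16 (standard error 0.18) with the mean of the intestinal identity list as a covariate. In that fit *SLC27A2* had a log2FC of 0.60 (limma adjusted p = 0.435), and *SLC27A6* did not pass either. Of 16 genes of fatty acid uptake and binding, 5 rose and 0 fell (7 rose when adjusted over the list alone). Over these genes the median log2FC was 0.31 (camera adjusted p = 4.1e-06, adjusted p = 0.344 with an estimated correlation). Besides the 2 transporters, the genes that rose were *FABP1*, *FABP2* and *ACSL5*. The library means of the list were 4.27 to 5.01 in *SLC2A3*-RNAi and 3.49 to 4.22 in NTS-RNAi libraries.

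*SLC27A2* did not pass without 3_472, 6_472, 7_SC or 11_SC, and *SLC27A6* without 3_472, 5_472, 6_472, 7_SC, 8_SC or 11_SC (limma adjusted p = 0.110 to 0.187 over both). Nor did *SLC27A6* pass with no filter on low values (limma adjusted p = 0.147). Genes of the list that rose numbered 0 without 3_472, 6_472, 7_SC or 11_SC and 1 without 5_472.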

FFA uptake, storage, and oxidation can also be regulated by binding to PPARs within the cell [33]. PPAR signaling also maintains lipid metabolic homeostasis during cold stress with reduced plasma glucose concentrations in fish [34].

In our analysis of biological pathways, the term “negative regulation of cell proliferation” contains one of the few downregulated genes: *ST18*. 

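*ST18* fell in *SLC2A3*-RNAi pancreases with little spread within the groups. It was at 8.98, 9.19, 9.40 and 8.80 TPM in 2_472, 3_472, 5_472 and 6_472 and at 13.0, 14.4, 15.8 and 14.2 TPM in 7_SC, 8_SC, 11_SC and 12_SC. The log2 ratio of mean TPM was −0.66 (standard error 0.06) and the log2FC −0.60 (standard error 0.08, limma adjusted p = 0.0168). It fell without any 1 of the 8 libraries (limma adjusted p up to 0.0679). Its fold was under 1.5 without 11_SC, after scaling by the median of ratios and after quantile normalization, at a log2FC of −0.56, −0.55 and −0.58. With the mean of the intestinal identity list as a covariate the log2FC was −0.62 (standard error 0.15, limma adjusted p = 0.233).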

While not much is known about *ST18*’s role in the body and particularly pancreatic development, Henry et al. [35] investigated *ST18*’s expression in the developing mouse pancreas, demonstrating its expression specific to endocrine cells. They also observed increased expression in the presence of cytotoxic levels of free fatty acids, implicating *ST18*’s role as a transcriptional regulator of lipotoxicity and cytokine-induced β-cell apoptosis, and therefore impaired insulin secretion. It is possible that the downregulation of *ST18* coupled with the increased expression of pathways related to lipid metabolism and fatty acid metabolic processes seen in our data demonstrate a shift in energetic substrates from glucose to lipids that is just beginning by mid-gestation and has not reached the lipotoxic levels that Henry et al.’s [35] study achieved in their goal of emulating the environment of type 2 diabetes. Regardless, while there remains a large knowledge gap in the biological function of *ST18*, it appears to have a clear role in β-cell mass and function.

Finally, KEGG pathways analysis also revealed pathways related directly to pancreatic function, namely pancreatic secretion, insulin resistance, glycolysis, gluconeogenesis, and the glucagon signaling pathway. 

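In *SLC2A3*-RNAi pancreases, 2 glycolysis genes rose, and both are isoforms typical of intestine or liver. *ALDOB*, the aldolase of fructose breakdown, was at 478 ± 88.6 TPM against 265 ± 51.1 TPM in NTS-RNAi (SD, n = 4 each), with a log2FC of 0.85 (standard error 0.17, limma adjusted p = 0.0512). *HKDC1*, a hexokinase, was at 5.40 ± 2.30 TPM against 1.76 ± 0.588 TPM (SD, n = 4 each), with a log2FC of 1.17 (standard error 0.25, limma adjusted p = 0.0685). The other 19 of the 21 glycolysis genes did not pass (3 rose when adjusted over the list alone). The list had a median log2FC of 0.12 (camera adjusted p = 0.0031, adjusted p = 0.531 with an estimated correlation). Of 20 insulin signaling genes, 0 rose and 0 fell, also when adjusted over the list alone (median log2FC −0.06; camera adjusted p = 0.668).

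Of 12 glucose and related transporters, 2 rose, 0 fell and 10 did not pass (3 rose and 1 fell when adjusted over the list alone). Their median log2FC was 0.14 (camera adjusted p = 0.0044, adjusted p = 0.435 with an estimated correlation). *SLC5A1*, the sodium-glucose cotransporter of the intestinal brush border, was at 44.2 ± 10.1 TPM against 11.6 ± 2.53 TPM (SD, n = 4 each), with a log2FC of 1.84 (standard error 0.20, limma adjusted p = 0.0137), and the fructose transporter *SLC2A5* was at 5.85 ± 2.27 TPM against 0.749 ± 0.356 TPM (SD, n = 4 each), with a log2FC of 1.93 (standard error 0.26, limma adjusted p = 0.0168). Both transporters rose without any 1 of the 8 libraries.

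*ALDOB* did not pass without 3_472, 5_472, 6_472, 11_SC or 12_SC, nor *HKDC1* without 3_472, 5_472, 6_472, 7_SC, 8_SC, 11_SC or 12_SC (limma adjusted p = 0.102 to 0.184 over both). With no filter on low values, neither passed (limma adjusted p = 0.115 for *ALDOB* and 0.142 for *HKDC1*). Glycolysis genes that rose numbered 4 without 2_472, 1 without 7_SC or 8_SC and 0 without 3_472, 5_472, 6_472, 11_SC or 12_SC.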

Many of the DEGs involved overlapped in their contributions to those pathways, making it difficult to interpret which processes were most impacted; however, the genes involved demonstrate a clear impact on the functionality of the pancreas. Many of these encode essential regulatory enzymes in gluconeogenesis. For example, *PCK1* is the cytosolic form of phosphoenolpyruvate carboxykinase and *PCK2* the mitochondrial form; both catalyze the formation of phosphoenolpyruvate from oxaloacetate, an essential step in gluconeogenesis. *FBP1* catalyzes the hydrolysis of fructose 1,6-bisphosphate to fructose 6-phosphate. 

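In *SLC2A3*-RNAi pancreases both forms of phosphoenolpyruvate carboxykinase rose, and each *SLC2A3*-RNAi library lay above every NTS-RNAi library. *PCK1* was at 2.90 ± 0.570 TPM against 0.629 ± 0.285 TPM in NTS-RNAi (SD, n = 4 each), a log2 ratio of mean TPM of 2.21 (standard error 0.36) and a log2FC of 1.26 (standard error 0.16, limma adjusted p = 0.0161). *PCK2* was at 32.2 ± 7.12 TPM against 11.9 ± 2.04 TPM (SD, n = 4 each), a log2 ratio of 1.44 (standard error 0.20) and a log2FC of 1.35 (standard error 0.17, limma adjusted p = 0.0159). *CREB3L3*, a transcription factor of liver and intestine that acts on gluconeogenic genes, was at 36.0 ± 2.75 TPM against 14.4 ± 4.49 TPM (SD, n = 4 each), with a log2FC of 1.31 (standard error 0.18, limma adjusted p = 0.0168). *FBP1* did not pass, at 23.5, 39.1, 39.5 and 30.0 TPM in 2_472, 3_472, 5_472 and 6_472 and 25.0, 20.4, 18.9 and 20.8 TPM in 7_SC, 8_SC, 11_SC and 12_SC (log2FC 0.59, standard error 0.16, limma adjusted p = 0.152, and 0.016 without 2_472). It did pass after scaling by the median of ratios, after quantile normalization and with library weights (limma adjusted p = 0.076, 0.083 and 0.040).

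Of 13 gluconeogenesis genes, *PCK1*, *PCK2* and *CREB3L3* rose, 0 fell and 10 did not pass (5 rose and 1 fell when adjusted over the list alone). Over these genes the median log2FC was 0.19 (camera adjusted p = 5.7e-05, adjusted p = 0.272 with an estimated correlation). These 3 genes were called without any 1 of the 8 libraries (limma adjusted p up to 0.0677), and without 2_472 5 genes of the list rose. With the mean of the intestinal identity list as a covariate, the log2FC was 1.12 (standard error 0.30) for *PCK1*, 0.69 (standard error 0.17) for *PCK2* and 1.19 (standard error 0.33) for *CREB3L3*, each at a limma adjusted p of 0.233.

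**Figure D3:**
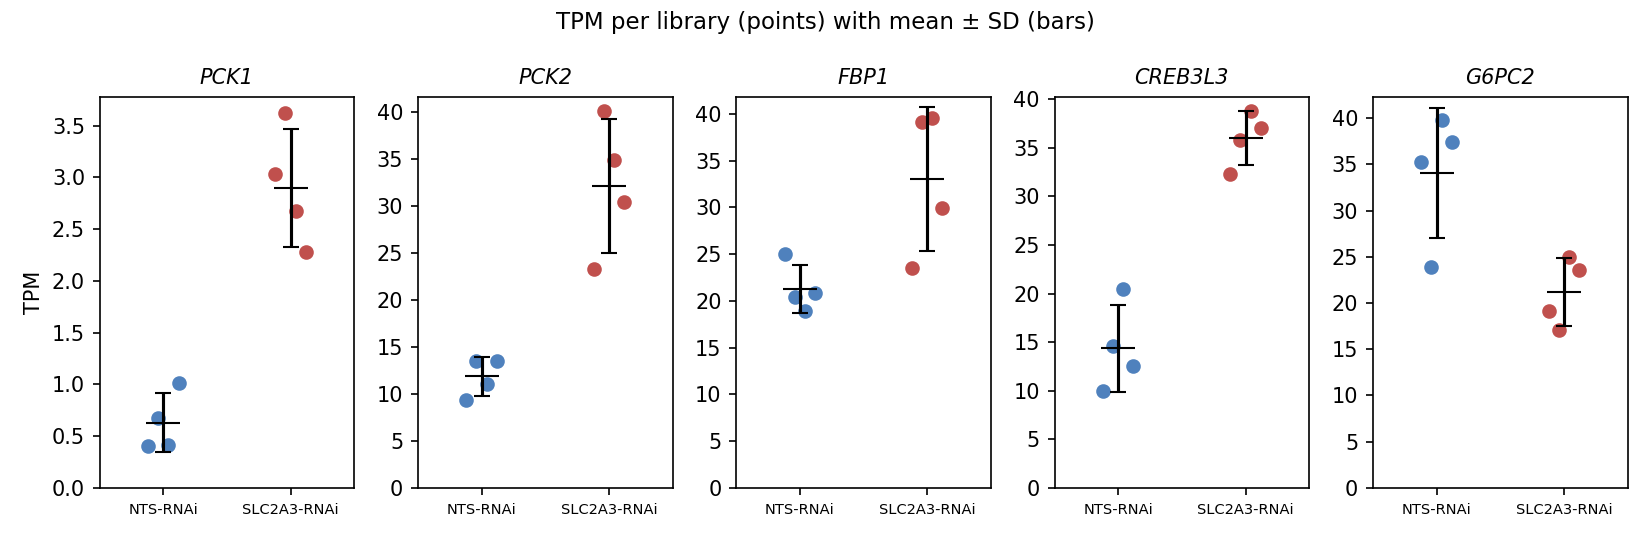
TPM (vertical axis, from 0, with its own scale for each gene) of *PCK1*, *PCK2*, *FBP1*, *CREB3L3* and *G6PC2* in each library, blue for the 4 NTS-RNAi and red for the 4 *SLC2A3*-RNAi pancreases, with bars at the mean and SD of each group. The groups do not overlap for *PCK1*, *PCK2* and *CREB3L3*, and *FBP1* overlaps in library 2_472.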

*PCK1*, *PCK2*, and *FBP1*, when deficient, have all been associated with hypoglycemia [36], and may have been upregulated as a compensatory mechanism to potentially provide needed intermediates within the glycolytic pathway.

One of the few genes that were downregulated includes *G6PC2*, which is involved in the final step of gluconeogenesis. 

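*G6PC2* was at 19.1, 17.1, 25.0 and 23.5 TPM in *SLC2A3*-RNAi pancreases (2_472, 3_472, 5_472 and 6_472) and at 35.2, 23.9, 39.8 and 37.4 TPM in NTS-RNAi pancreases (7_SC, 8_SC, 11_SC and 12_SC). The log2 ratio of mean TPM was −0.69 (standard error 0.20), and the log2FC was −0.65 (standard error 0.17, limma adjusted p = 0.132), which did not pass. Without 8_SC it did, at an adjusted p of 0.048. Of 24 islet hormone and β-cell genes, 0 rose, 2 fell and 22 did not pass (16 fell when adjusted over the list alone). The list had a median log2FC of −0.43 (camera adjusted p = 2.1e-07, adjusted p = 0.435 with an estimated correlation). The 2 were *ST18* and *PCSK2*, a convertase that processes proinsulin and proglucagon, at 91.2 ± 8.88 TPM against 132 ± 23.3 TPM (SD, n = 4 each), with a log2FC of −0.52 (standard error 0.12, limma adjusted p = 0.0888). Of 20 genes of other islet endocrine cells, 0 rose and 0 fell (4 fell when adjusted over the list alone). As a group they had a median log2FC of −0.33 (camera adjusted p = 5.1e-04, adjusted p = 0.435 with an estimated correlation). Lists of other cell types moved as well, with medians of −0.39 for stroma and 1.58 for absorptive enterocytes. *PCSK2* did not pass without any 1 of 3_472, 5_472, 6_472, 7_SC, 8_SC, 11_SC and 12_SC (limma adjusted p = 0.12 to 0.219), after scaling by the median of ratios (0.112), with no filter on low values (0.154), at a mean TPM of at least 5 (0.105) or with no intensity trend (0.125). Genes of the β-cell list that fell numbered 1 without 3_472, 5_472, 6_472, 7_SC, 11_SC or 12_SC, 4 without 8_SC and 3 without 2_472.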

*G6PC2* (glucose-6-phosphatase catalytic subunit 2) is islet-specific, and studies of G*6PC2*^−/−^ mice confirm its essential role in glycolytic flux and sensitivity of GSIS. Isolated islets from *G6PC2*^−/−^ mice exhibit a left shift in GSIS, such that under fasting conditions, insulin levels are the same as wild-type mice, inferring *G6PC2*’s potential role in protecting against hypoglycemia under stressed conditions [37]. A more recent study utilizing the same model also implicates *G6PC2* as a negative regulator of oxidative metabolism in the TCA cycle [38]. In our model, *G6PC2* was downregulated in response to hypoglycemia and could contribute to a potentially altered GSIS response in our fetuses.

Fetal hypoglycemia during the first half of gestation, generated by placenta-specific *SLC2A3*-RNAi [10], altered the fetal pancreas transcriptome in multiple aspects. Many interconnected pathways contributing to pancreatic function and glucose metabolism were affected by *SLC2A3*-RNAi, demonstrating a multifaceted and broad impact of hypoglycemia on the fetal pancreas that is challenging to interpret. However, the smaller size of the *SLC2A3*-RNAi pancreases is impacting fetal metabolism, as evidenced by the reduced expression of *INS* and *GCG* mRNA, and reduced umbilical concentrations of INS and GCG [10]. Our data implicate altered pathways directly related to both pancreatic transition periods needed for growth and metabolism as well as pancreatic function. The upregulation of genes involved with fatty acid and lipid metabolism may suggest fatty acid utilization as compensatory energy sources for development and metabolism by the pancreas in early fetal life.

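On the lists of fatty acid synthesis and storage and of cholesterol synthesis, 2 genes passed the adjusted p between the groups. Both were on the first list and form glycerides. Of 22 genes of cholesterol synthesis, 0 rose and 0 fell, also when adjusted over the list alone. Their median log2FC was −0.0078 and their mean 0.021 (camera adjusted p = 0.280, direction up). Of 16 genes of fatty acid synthesis and storage, 2 rose and 0 fell (3 rose when adjusted over the list alone), and the 2, *DGAT2* and *MOGAT2*, join fatty acids to glycerides. The median log2FC was −0.04 and the mean 0.18 (camera adjusted p = 0.154, direction up). Called higher were 2 of the 16, against 262 of all 15090 genes tested (1-sided Fisher's exact test, adjusted p = 0.0789). Whether the lists of uptake and of synthesis differ from each other was not tested. From the higher expression of the SLC27 transporters, the paper proposes that the hypoglycemic fetal pancreas compensates by taking up more fatty acids. From the lower expression of *ST18* together with the higher expression of lipid pathways, it proposes that the energy source begins to turn from glucose to lipids. The same libraries were higher in the enterocyte and intestinal identity lists. *DGAT2* rose without any 1 of the 8 libraries, without 11_SC 1 gene of fatty acid synthesis rose (*MOGAT2* then had a limma adjusted p of 0.101), and without 2_472 1 gene of cholesterol synthesis rose.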

## 4. Materials and Methods

All procedures conducted with animals were approved by the Colorado State University Institutional Animal Care and Use Committee (Protocol 1483), as well as the Institutional Biosafety Committee (17-039B).

### 4.1. Generation of Lentivirus and SLC2A3-RNAi Pregnancies

Lentiviral generation and titering of *SLC2A3-*RNAi and NTS-RNAi were conducted as described previously [39], with the shRNA sequences for *SLC2A3*-RNAi and NTS-RNAi constructs previously reported by Lynch et al. [10]. Animal management, estrus synchronization, embryo transfers, and the generation of *SLC2A3-*RNAi and NTS-RNAi pregnancies were performed as previously described [4,10,39]. In summary, all ewes (Dorper breed composition) were group-housed in pens at the Colorado State University Animal Reproduction and Biotechnology Laboratory, and were provided access to hay, trace minerals, and water to meet or slightly exceed their National Research Council [40] requirements. Lentiviral infection of day-9-hatched sheep blastocysts was used to stably integrate and express shRNA targeting *SLC2A3* mRNA or a non-targeting sequence in the trophectoderm. Tissues from 6 NTS-RNAi (5 males and 1 female) and 6 *SLC2A3*-RNAi (3 males and 3 females) pregnancies were collected during terminal surgeries at 75 dGA [10].

### 4.2. RNA Isolation

Frozen fetal pancreases were pulverized, and RNA was isolated using the RNeasy Mini Kit (QIAGEN, Hilden, Germany), according to the manufacturer’s instructions. RNA concentration was quantified using the BioTek Synergy 2 Microplate Reader (BioTek, Winooski, VT, USA). RNA quality was measured by the 260/280 nm absorbance ratio, and RNA samples were stored at −80 °C until use.

### 4.3. cDNA Synthesis and Quantitative Real-Time PCR

cDNA was generated from 2 µg of total cellular RNA using iScript Reverse Transcription Supermix (BioRad, Hercules, CA, USA according to the manufacturer’s protocol, with quality measured by the 260/280 absorbance ratio. An equal mass of cDNA (10 ng/µL) was used for each sample in the quantitative real-time PCR (qPCR) reaction. qPCR was performed using the CFX384 Real-Time System (BioRad). Forward and reverse primers for qPCR were designed using NCBI’s Primer-BLAST tool [41] to amplify an intron-spanning product. Primer sequences and amplicon size are summarized in Table 4. Standard curves were generated as described previously [42]. Briefly, a PCR product for each gene was generated using cDNA from pooled 75 dGA fetal pancreases as a template and cloned into the StrataClone vector (Agilent Technologies, Santa Clara, CA, USA), and each PCR product was sequenced to verify amplification of the correct cDNA. Using the PCR products amplified from the sequenced plasmids, standard curves were generated for each mRNA from 1 × 10^2^ to 1 × 10^−5^ pg and were used to measure amplification efficiency. The starting quantity (pg) was normalized by dividing the starting quantity of mRNA of interest by the starting mRNA quantity (pg) of ribosomal protein S15 (RPS15; [42]). Normalized values were compared using the unpaired Student’s *t*-test, with *p* ≤ 0.05 considered significant and a trend at *p* ≤ 0.10.

### 4.4. RNA Sequencing, Alignments, and Analysis

Assessment of the RNA samples’ integrity and quality, library generation, and RNA-Seq (2 × 150 cycles, 80 million paired-end reads/sample; NovSeq6000, Illumina, San Diego, CA, USA) was conducted by the Genomics Shared Resource Core Facility, University of Colorado Anschutz Medical Campus (Aurora, CO, USA). The sequencing data from this study have been deposited in NCBI’s Gene Expression Omnibus [43] and are accessible through GEO Series accession number GSE261932 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261932; available April 26, 2024).

RNA integrity was assessed by Agilent TapeStation (Agilent Technologies, Inc., Santa Clara, CA, USA) and all samples had a minimum RNA integrity number (RIN) of ≥9.0. RNAseq analysis was performed on the Illumina NovaSEQ6000 (Illumina, San Diego, CA, USA) platform (100,000,000 paired end reads) and FASTQ files were generated for each sample. Data were assessed for quality with FastQC tool version 0.11.9 (Babraham Bioinformatics, Babraham Institute, Babraham, England), as well as with QIAGEN CLC Genomics Workbench software (QIAGEN, Hilden, Germany), version 21 (https://www.qiagenbioinformatics.com). CLC Genomics workbench was then used for trimming of raw sequencing reads based on quality score (Q-score > 30), read length (≥15 nucleotides), and removal of adapter sequences. Raw sequence reads were mapped to the reference ovine genome (*Ovis aries*, Oar.ra_1.0, Baylor College of Medicine, Houston, TX, USA) with default CLC Genomics Workbench software parameters applied. Expression data were normalized using the trimmed mean of M-values (TMM) normalization method [44] and presented as fragments per kilobase of transcript per million mapped reads (FPKM).

Differential expression analysis for *n* = 4 sample per group was performed using the CLC Genomics Workbench Differential Expression tool as well as the DESeq2 package [45] in R studio (RStudio Team (2022), RStudio: Integrated Development for R. RStudio, PBC, Boston, MA, USA, http://www.rstudio.com/) for comparison. Thresholds for differentially expressed genes were a false discovery rate of Q ≤ 0.1 and absolute fold-change of >1.5. Functional annotation of DEGs was performed using the Database for Annotation, Visualization, and Integration Discovery (DAVID, https://david.ncifcrf.gov/). Pathways were determined from the KEGG database [46] and biological processes from GOTERM_BP_DIRECT annotation sets. Interaction networks were constructed with the Cytoscape software version 3.10.2 [47]. Finally, additional insight into altered networks was obtained by submitting the same list of DEGs to QIAGEN Ingenuity Pathway Analysis version 111725566 ([48], QIAGEN, Hilden, Germany, https://digitalinsights.qiagen.com/IPA). The threshold for considering a pathway significant was *p* ≤ 0.05.

## 5. Conclusions

The results of our transcriptomic analysis indicate that fetal hypoglycemia had a generalized impact on pancreas growth and development, identifying pathways involved in growth and metabolism by the pancreas, spanning both transition periods. Of note are altered expression of genes involved in carbohydrate and fatty acid metabolism, suggesting a potential compensatory shift towards a greater utilization of fatty acids for metabolism. If a true compensatory shift in substrate utilization occurred, this could have long-term impacts on pancreas function. The true impact of the altered fetal pancreas transcriptome at mid-gestation, as the result of *SLC2A3*-RNAi-induced fetal hypoglycemia, awaits thorough physiological assessment later in gestation or postnatally.

## Figures and Tables

**Figure 1:**
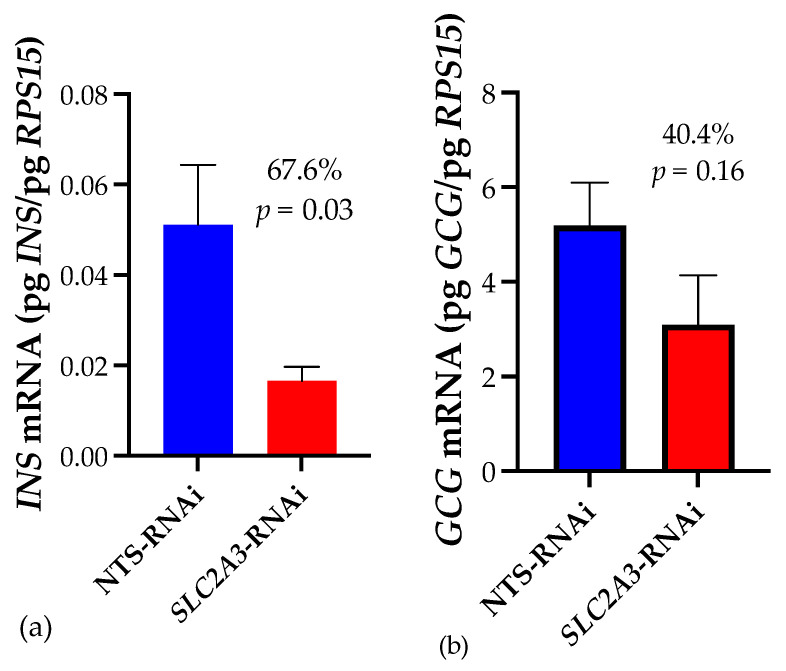
Impact of *SLC2A3*-RNAi on fetal pancreatic concentrations of (**a**) *INS* and (**b**) *GCG* mRNA. Data are shown as means ± SEM. NTS, non-targeting sequence; RNAi, RNA interference.

**Figure 2:**
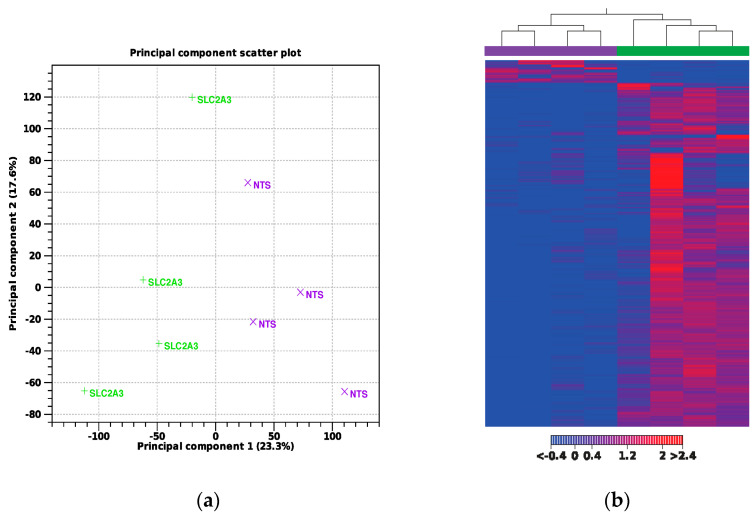
(**a**) Principal component analysis and (**b**) hierarchical heat map. Samples in purple denote NTS-RNAi, while green denotes *SLC2A3*-RNAi.

**Figure 3:**
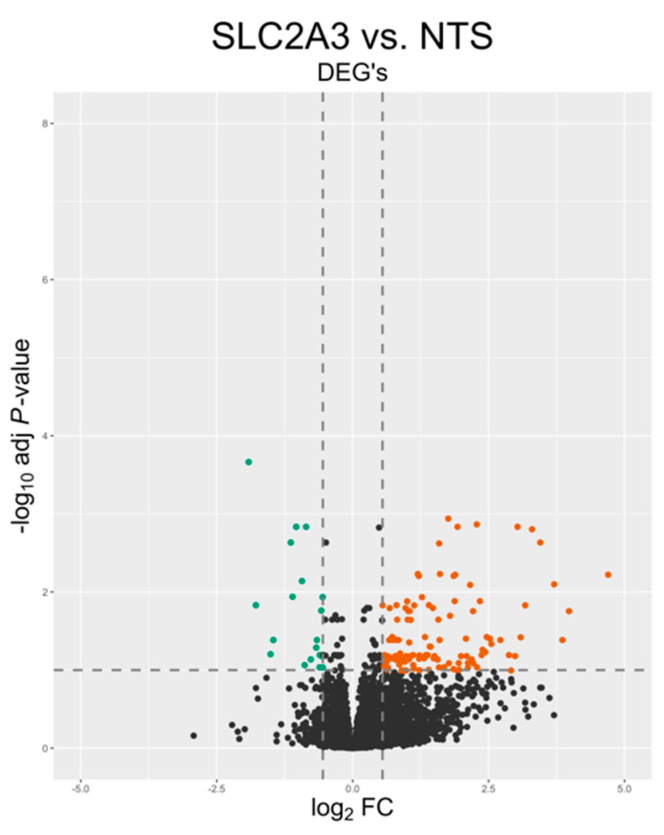
Volcano plot displaying differentially expressed genes (DEGs). Green denotes downregulated and red denotes upregulated. Black dots represent transcripts that were not significantly differentially expressed.

**Figure 4:**
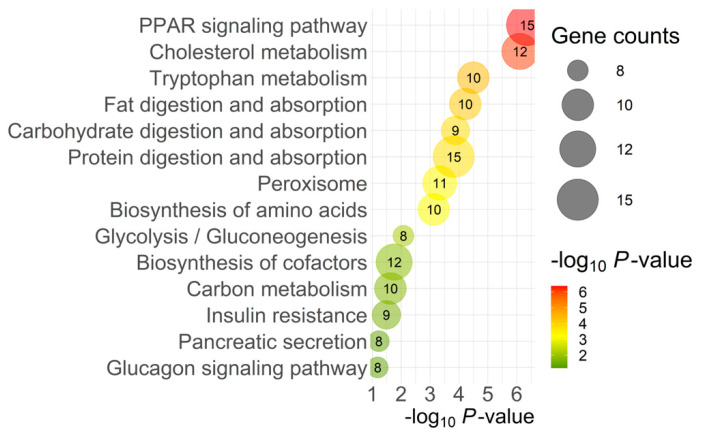
Top KEGG pathways from DAVID analysis. The color and size of each bubble represent the *p*-value and number of gene counts.

**Figure 5:**
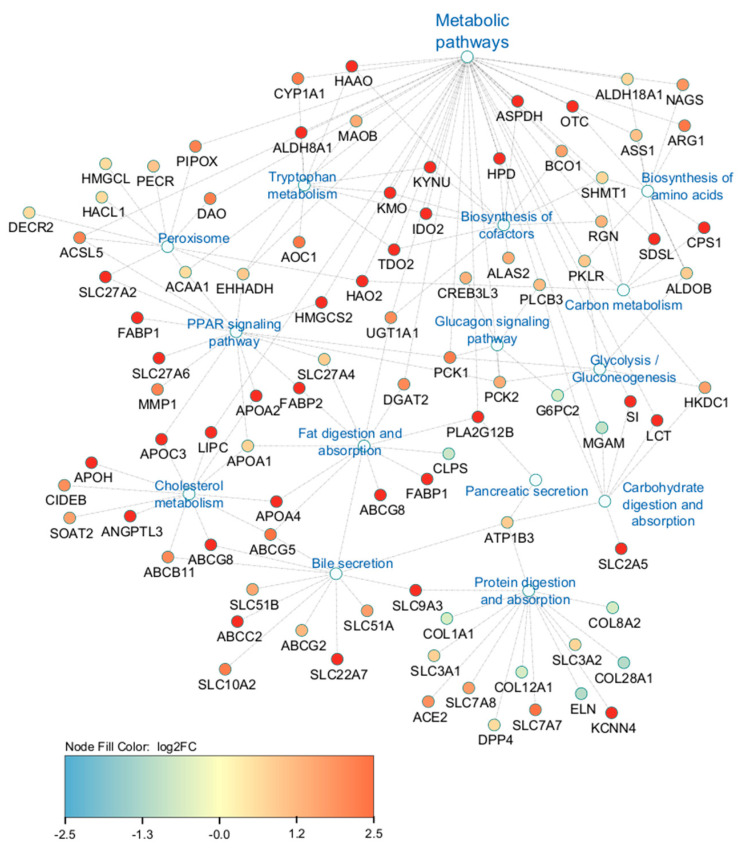
Cytoscape interactive network of DEGs involved in highly enriched pathways related to metabolism.

**Table 1:** Summary of sequence reads mapped to sheep reference genome.

Group	Sample I.D.	Raw Reads	Quality Control (QC) Reads	Mapping Rate (%)
*SLC2A3*-RNAi	2_472	201,264,985.3	185,063,154	98.26
	3_472	175,336,416.6	160,783,494	98.06
	5_472	190,077,663.5	175,232,598	98.24
	6_472	192,195,658	176,704,688	98.21
NTS-RNAi	7_SC	169,767,017.4	155,846,122	98.27
	8_SC	179,660,289.9	164,874,248	98.11
	11_SC	129,489,997.8	118,975,410	98.22
	12_SC	162,587,201.6	149,141,240	98.19

**Table 2:** Notable differentially expressed genes (DEGs).

Gene	Name	Category	Log2FC	FDR
*CLPS*	Colipase	Fat digestion and absorption	−0.80984	0.000412
*CCK*	Cholecystokinin	Pancreatic secretion	2.85173	2.48 × 10^−13^
*SHH*	Sonic Hedgehog Signaling Molecule	Cellular development/growth and proliferation; tissue development	1.39917	0.023658
*PLCB3*	Phospholipase C Beta 3	IP3-DAG signaling	1.17916	4.17 × 10^−12^
*SLC26A3*	Solute Carrier Family 26 Member 3	Ion transport; pancreatic secretion	2.57893	4.02 × 10^−9^
*SLC27A2*	Solute Carrier Family 27	PPAR signaling; fatty acid transport	2.60986	3.77 × 10^−10^
*SLC27A4*	Solute Carrier Family 27	PPAR signaling; fatty acid transport	0.8981	0.00025893
*TDO2*	Tryptophan 2,3-dioxygenase	Tryptophan metabolism	4.23593	0.0088385
*HAA0*	Hydroxyacid Oxidase	Tryptophan metabolism; biosynthesis of cofactors	3.13823	7.24 × 10^−13^
*KYNU*	Kynureninase	Tryptophan metabolism; biosynthesis of cofactors	2.62505	1.02 × 10^−7^
*HNF4A*	Hepatocyte Nuclear Factor 4 Alpha	Negative regulation of cell proliferation	0.58768	0.00751424
*ST18*	ST18 C2H2C-type zinc finger transcription factor	Negative regulation of cell proliferation; apoptosis	−0.59897	0.00458748
*HS3ST1*	Heparan sulfate-glucosamine 3-sulfotransferase 1	Cell signaling; growth factor binding; tissue development	0.88156	0.07424441
*CREB3L3*	cAMP Responsive Element Binding Protein 3 Like 3	Glucagon signaling; insulin resistance; pancreatic secretion	1.3806	8.09 × 10^−12^
*FBP1*	Fructose-bisphosphatase 1	Glucagon signaling; carbon metabolism; glycolysis/gluconeogenesis	0.6707	0.0013089
*LDHA*	Lactate dehydrogenase A	Glucagon signaling; glycolysis/gluconeogenesis	0.73	0.00382388
*PCK1; PCK2*	Phosphoenolpyruvate carboxykinase 1; 2	Glucagon signaling; insulin resistance; glycolysis/gluconeogenesis; PPAR signaling	2.2652; 1.4892	1.5541 × 10^−7^; 2.31 × 10^−18^
*G6PC2*	Islet specific glucose-6-phosphatase catalytic subunit 2	Glucagon signaling; insulin resistance; glycolysis/gluconeogenesis; carbohydrate digestion	−0.6281	0.02096731

**Table 3:** GOTERM_BP_DIRECT biological processes.

Term	Count	*p*-Value	Genes	Fold Enrichment	FDR
Carbohydrate metabolic process	10	0.00353	*LDHA*, *MGAM*, *GNPDA1*, *SI*, *SLC3A1*, *SLC3A2*, *NPL*, *RENBP*, *FBP1*, *GLB1L3*	3.26251	0.44330
Cholesterol homeostasis	10	0.00003	*EHD1*, *ABCG8*, *ABCG5*, *DGAT2*, *LIPC*, *SOAT2*, *HNF4A*, *APOA2*, *ANGPTL3*, *ABCB11*	6.24377	0.03353
Negative regulation of cell proliferation	10	0.08406	*SLC9A3R1*, *HNF4A*, *CLDN19*, *PTK2B*, *PTH1R*, *PODN*, *ST18*, *SKAP2*, *ENPP7*, *BMP5*	1.88614	0.99922
Cell surface receptor signaling pathway	6	0.05824	*VIPR1*, *ADGRG7*, *EDN3*, *GLP2R*, *PTH1R*, *F2*	2.85899	0.99922
Lipid catabolic process	6	0.05054	*PLCB3*, *LIPC*, *PLA2G12B*, *CLPS*, *NEU1*, *PLBD1*	2.97648	0.99922
Cholesterol metabolic process	5	0.01663	*CUBN*, *LIPC*, *SOAT2*, *APOA2*, *ANGPTL3*	5.02971	0.97370
Fatty acid metabolic process	5	0.01510	*NAAA*, *CYP1A1*, *ANGPTL3*, *HACL1*, *ABCB11*	5.17341	0.92632
Gluconeogenesis	4	0.00888	*G6PC2*, *PCK1*, *FBP1*, *PCK2*	9.05347	0.71451
Phospholipid homeostasis	4	0.00379	*HNF4A*, *ANGPTL3*, *ITGB6*, *ABCB11*	12.07130	0.44330
Cell–cell signaling	3	0.08660	*SHH*, *GJB4*, *IHH*	6.03565	0.99922
Digestion	3	0.04159	*CLPS*, *CYM*, *AKR1D1*	9.05347	0.99922
Fatty acid transport	3	0.01449	*SLC27A6*, *SLC27A2*, *SLC27A4*	15.52024	0.92632

**Table 4:** Primers and product sizes for cDNA used in qPCR.

cDNA	Forward Primer (5′ → 3′)	Reverse Primer (5′ → 3′)	Product, bp
*RPS15*	ATCATTCTGCCCGAGATGGTG	TGCTTGACGGGCTTGTAGGTG	134
*INS*	GAGAGCGCGGCTTCTTCTAC	CGGGGCAGGTCTAGTTACAG	198
*GCG*	ACTCACAGGGCACATTCACC	CGGCGGAGTTCTTCAACGAT	274

## Data Availability

Data are available upon request to the corresponding author and through NCBI GEO Series accession number GSE261932.

How the deposited data were processed for this re-analysis (not part of the article)

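RNA of the pancreas of 8 sheep fetuses at 75 days of gestation was sequenced by the authors, 4 from *SLC2A3*-RNAi pregnancies (replicates 2, 3, 5 and 6) and 4 from NTS-RNAi pregnancies (replicates 7, 8, 11 and 12), after lentivirus infection of the trophectoderm at day 9. According to the paper, reads were checked with FastQC 0.11.9, trimmed, and mapped in CLC Genomics Workbench 21 to the Rambouillet sheep genome, and differential expression was tested with that software's own tool and, for comparison, with the DESeq2 package in R. The deposited values are TPM, made by the authors per gene from the mapped reads and used as deposited. Each library sums to 1000000 over 25648 Ensembl genes, 9005 of them without a symbol and 5026 of them at 0 in all 8 libraries. No counts are in the table, so the depth behind each value is unknown, and the reads per library are those of Table 1 of the paper.

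Samples were grouped by the genotype in their labels, *SLC2A3*-RNAi or NTS-RNAi as in the paper. The treatment text of the labels names an *SLC1A3*-RNAi construct instead, and the genotype was followed. All 8 libraries were used, with no covariate, and no sequencing batch or sex per sample is given in the sources used here. Genes with at least 0.5 TPM in at least 4 libraries were kept, which left 15090, of which 12410 have a symbol. TPM was transformed as log2(TPM + 1) with a pseudocount of 1 and tested in R 4.3.3 with limma 3.58.1 (linear model and moderated statistics with an intensity trend, 2-sided) and Benjamini-Hochberg adjustment over the genes kept. A gene was called at an adjusted p up to 0.1 and an absolute fold above 1.5. The log2 ratio of mean TPM, with a delta-method standard error and no pseudocount, was computed for the genes of Table 2.

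The 36 lists of genes of cell types and pathways were written before the data were examined. Each was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and by Fisher's exact test of the called genes, with Benjamini-Hochberg adjustment over the 36. The lists of Tables 2 and 3 were counted without a set test, since the study chose them on these samples. Several of the 36 lists cover pathways that the paper reports and hold genes that it names, so their set tests are not independent of its results either. With fry, 4 lists passed at an adjusted p under 0.05, the enterocyte (0.0248), intestinal identity (0.048), enteroendocrine (0.014) and gluconeogenesis (0.048) lists. Genes named in the text were chosen by a rule fixed before the data were examined, after the values in the paper's tables had been read: genes the paper names, the 15 higher and 10 lower calls with the largest log2FC whose groups do not overlap, and up to 4 members of each list with the smallest p and up to 4 with the highest mean TPM. Members of a list given only as names beside its count can fall outside this rule and were named after their values were seen.

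Principal components of the centred log2 values were tested by exact permutation over the 8 libraries, and the libraries were clustered by average linkage on Pearson correlation. Alternatives fixed before the data were examined were other pseudocounts, filters and scalings, no intensity trend, library weights, the mean of the intestinal identity list as a covariate, and leaving out each replicate in turn. The mean of the hepatocyte list as a covariate was added after the data were seen. In data simulated on these genes, 95 of 100 genes changed 2-fold passed the adjusted p alone, as did 99 of 100 changed 4-fold. Of the 209 genes that passed, 15 were unchanged (7.18%), and 0 of the 36 lists passed. The changed genes were drawn at random from all genes tested and were not taken out of these lists. The simulated noise was independent between genes, with no library that stands apart. The simulation therefore checks the code and does not give the recovery of genes or the error of the list tests in the real libraries. Hormone levels relative to *RPS15* were not computed, since no gene carries this symbol in the table. The genome sequence, read counts and pathway databases were not available, so no coordinates, count models or enrichments of the paper's databases were used.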

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

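The tests on the liver transcripts without replicate 3, on library 3_472 and on islet genes were chosen after the result was seen.

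Lists of intestinal genes, which the paper does not discuss as such, had median log2FC of 1.58 (absorptive enterocyte), 1.17 (intestinal identity), 0.687 (goblet and crypt) and 0.697 (enteroendocrine), and the hepatocyte list had 0.944, with 0 of 23 genes past the threshold and a mean of 6.93 in 3_472 against 3.73 to 4.84 in the other 7 libraries. A lower share of acinar cells would raise all other cell types alike, but the enterocyte median lay 1.72 above the higher of the stroma and endothelium medians, and after rescaling 92.4% or more of the calls were still higher, which argues against the deposited scaling as the cause. Small intestinal tissue in the samples is a candidate source, since the lower of the identity and goblet medians, 0.687, is above the 0.5 set in advance, and so is liver tissue, with a median of 1.80 over abundant hepatocyte transcripts such as *ALB*, *TF* and *SERPINA1*. Without replicate 3 that liver median was 0.426, and the enteric muscle and nerve list, which gut wall would bring along, had a median of 0.159, so liver in the other *SLC2A3*-RNAi samples and gut wall cannot be told apart from their absence, as both values lie between the bounds set. An intestine-like program within the fetal pancreas, a response to low glucose and the sex of the fetuses stay open and were not tested, and no list separates the first from intestinal tissue.

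Library 3_472 stood apart in hepatocyte and erythroid genes, and the erythroid list had a median log2FC of 0.903. Of 23 hepatocyte genes 19 were highest in this library, as were 8 of 8 erythroid genes. These counts restate what drew attention to the library, so whether it holds fetal liver, which makes blood cells, cannot be told from them. Blood alone is argued against by 16 hepatocyte genes over 2 times the highest other library. A biological difference of this fetus was not tested.

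Of 24 islet hormone and β-cell genes 2 fell, and of 20 other islet genes and 16 stroma genes 0 fell, while the list medians were below 0 and passed camera at the preset correlation but not at an estimated one or with fry. If RNA of intestine and liver diluted that of the pancreas, acinar and islet genes would fall by a like amount, and the acinar median lay 0.253 above that of the β-cell list, between the bounds of 0.1 and 0.3, which were written after the medians had been seen. Dilution and a lower share or activity of islet cells therefore cannot be told apart, since the acinar values spread widely between libraries of 1 group. The lower islet medians stay open as an effect of the pregnancies' low glucose, which was not tested apart from the group.

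The mitochondrial genome list, outside the genes that the paper discusses, had a median log2FC of 0.211. For libraries far from the other 3 of their group, the gap to the nearest library as a share of the group's range was as follows. Among list means it was 0.900 for proliferation in 3_472, 0.984 for fatty acid synthesis and 0.838 for tryptophan metabolism in 2_472, and 0.901 for immediate early and heat shock genes in 12_SC. Among genes it was 0.985 for *SLC26A3*, 0.889 for *SULT2A1*, 0.885 for *HNF4G* and 0.883 for *ACTG2* in 2_472, 0.902 for *HBM* in 3_472, 0.836 for *PCSK2* in 11_SC, and 0.930 for *SLC27A4*, 0.907 for *PODN*, 0.850 for *GLP2R* and 0.915 for *SERPINA1* in 12_SC. Chance flags about 1 in 20 groups, and the numbers found, 4 in 72 tests of lists and 10 in 202 tests of genes, are near the 3.6 and 10.1 that chance gives. Library 2_472 held 6 of the flags, and the tests share libraries and genes. The totals therefore do not show that no library stands apart.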

How the results depend on the processing

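The hepatocyte covariate was the 1 test here chosen after the data were seen. Of the list medians under all alternatives, 599 kept their direction and side of the threshold, 24 gained and 7 lost a pass and 54 reversed. Of the values of named genes, 1388 kept both, 63 gained a pass, 411 lost it and 29 reversed, none of them past the threshold before or after. The 262 higher calls numbered 127 with no filter on low values, 156 at a mean TPM of at least 5 and 461 with library weights. After scaling by the median of ratios they numbered 392, and after quantile normalization 364. They numbered 0 with the intestinal identity covariate and 68 with the hepatocyte covariate. Without 1 library they ranged from 82 (without 11_SC) to 540 (without 2_472), of which 80 and 243 were among the 262. The 12 lower calls numbered 5 under either filter, 26 after quantile normalization, 22 without the 20 most abundant genes, 29 with weights, 0 with the identity covariate and 2 to 20 without 1 library. The 339 genes past the adjusted p alone numbered 158 with no filter, 208 at a mean TPM of at least 5, 631 after scaling by the median of ratios, 679 after quantile normalization, 845 with weights, 0 with the identity covariate, 103 with the hepatocyte covariate and 88 to 732 without 1 library. The 23 lists past camera numbered 13 with the identity covariate and 0 with an estimated correlation. The exact p of component 1 ranged from 0.0286 to 0.0571 without 1 library, the latter without 7_SC, 8_SC, 11_SC or 12_SC.

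With the identity covariate, median log2FC that were above 0 were −0.139 for goblet and crypt, −0.668 for hepatocyte, −0.385 for enteric muscle and nerve, −0.0947 for erythroid, −0.258 for hypoxia, −0.239 for cholesterol and lipoprotein transport, −0.0183 for fatty acid oxidation, −0.133 for fatty acid uptake, −0.181 for PPAR signaling, −0.0404 for tryptophan metabolism, −0.240 for glycolysis, −0.133 for glucose transporters, −0.0329 for fat digestion, −0.0330 for carbohydrate digestion, −0.192 for immune and spleen and −0.239 for the mitochondrial genome. Medians that were below 0 were then 0.382 for stomach and 0.285 for acinar, both past camera at the preset correlation. The median of all tested genes was then −0.166, against −0.0569 without it. With the hepatocyte covariate, list medians that changed sign were −0.121 for hepatocyte, −0.0236 for hypoxia, −0.0195 for glycolysis, −0.0361 for immune and spleen and 0.0907 for stomach. The pancreatic secretion median was 0.0365 after scaling by the median of ratios, 0.0043 with weights and −0.0418 to 0.0495 without 1 library, above 0 without 12_SC. With no filter, the stomach median was 0.0778 and that of immune and spleen −0.00303, and at a mean TPM of at least 5 that of adrenal and kidney was −0.118. After scaling by the median of ratios, medians that were below 0 were 0.0110 for duct and progenitor, 0.0139 for integrated stress response, 0.0454 for cholesterol synthesis and 0.0108 for fatty acid synthesis. The cholesterol synthesis median was 0.0254 after quantile normalization and 0.0763 with weights, where the hedgehog median was 0.0132. Without 1 library, medians ran from −0.142 to 0.166 for stomach, −0.101 to 0.0481 for duct and progenitor, −0.0372 to 0.164 for immune and spleen, −0.914 to 0.784 for adrenal and kidney, −0.0732 to 0.0114 for integrated stress response, −0.0527 to 0.0893 for cholesterol synthesis, −0.0707 to 0.00608 for fatty acid synthesis, −0.113 to 0.0225 for hedgehog and −0.145 to 0.190 for immediate early and heat shock.

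Among named genes, log2FC that were above 0 were, with the identity covariate, −0.0491 for *SLC26A3*, −0.160 for *SLC27A4*, −0.00827 for *HS3ST1*, −0.225 for *LDHA*, −0.200 for *PLA2G12B*, −0.0330 for *ATP1B3*, −0.342 for *ITPR3*, −0.132 for *ATP2B1*, −0.181 for *PPARD*, −0.386 for *IHH*, −0.831 for *ALB*, −2.84 for *AHSG*, −0.710 for *AFP*, −0.164 for *ACTG2*, −1.28 for *CDX1*, −0.0558 for *TFF3*, −0.00650 for *TF* and −0.668 for *SERPINA1*. Those of *GCG* and *CPA1*, below 0 without it, were 0.0954 and 0.106. With the hepatocyte covariate *ALB* had −0.320 and *AHSG* −1.18, and with weights *SLC2A3* had 0.0656 and *INS* 0.00169. Without 1 library the log2FC ran from −0.157 to 0.0428 for *SLC2A3*, −0.0211 to 0.112 for *PPARD* and −0.474 to 1.68 for *AHSG*.

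The identity covariate raised the median standard error from 0.119 to 0.196 and left 5 residual degrees of freedom in place of 6. It brought the median log2FC of the 262 higher calls from 1.44 to 0.57, with 261 of them still above 0. Over the higher calls as a set, a smaller fold and a wider error thus went together. Which of the 2 ended a given call was not tested, and among the lower calls *CLPS* had a log2FC of −1.13 against −0.88 without it. As the covariate parted the groups, the fit cannot tell it from the group. The hepatocyte covariate also left 5 residual degrees of freedom, with a median standard error of 0.13, and left the median log2FC of the 262 at 1.24, with all 262 above 0. The fold thus fell less than with the identity covariate. Why calls changed under the other alternatives was not tested either. Hormones relative to *RPS15* were not run. No paired analysis was possible because the groups share no replicate numbers. Without counts, no limit of depth can be given for any value.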

Differences from the paper's values

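The covariate on the hepatocyte list was chosen after the values were seen, and the other tests here were set before the data were examined. At the paper's thresholds 274 genes were differentially expressed, against 771 in the paper, with 262 higher against the paper's 714 and 12 lower against the paper's 57. The paper names another test than limma on log2(TPM + 1), and read counts are not in the table. After scaling by the median of ratios 406 genes were called, 392 higher and 14 lower. Quantile normalization gave 390, with 364 higher and 26 lower. For the total and the higher genes, the value without replicate 2 (560 and 540) does not differ by over 1.5 times, and the values under the other alternatives set before the data were examined do. The lower genes differ under each of them. The share of higher genes, 95.6%, has the paper's direction.

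The paper's text gives *HNF4A* a log2 fold change of −0.599, while the log2 ratio of mean TPM was 0.54, with the sign of the value in the paper's Table 2. It was above 0 under both scaling alternatives and without each replicate, from 0.48 to 0.65, so all of them differ from the text. For *INS*, the paper reports mRNA 67.6% lower by qPCR, normalized to *RPS15*. Its tissues came from 6 pregnancies per group, and its text gives no number for the qPCR. Here mean TPM of *INS* was 20.2% lower (exact permutation p = 0.286), with 12.9% to 29.0% under the alternatives run, which differ too. Component 1 holds about 23% of the variance in Fig. 2 of the paper, read by eye, and held 37.7% here, with 35.3% to 43.1% under the alternatives, each of which differs.

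The paper counts the genes of Table 2 as differentially expressed, and 10 of the 18 tested were called here, while the 19 log2 ratios of mean TPM all lay within their error of the paper's. Both come from the same libraries, so this error, a spread between animals, is a loose measure of the match. After scaling by the median of ratios each of the 19 lay nearer the paper's value. *PLCB3*, for example, was then at 1.18 in place of 1.13 and *HNF4A* at 0.59 in place of 0.54. *SHH* was called after scaling by the median of ratios, after quantile normalization, without an intensity trend, with library weights and without replicate 2. *SLC26A3*, *SLC27A4*, *HS3ST1* and *FBP1* were called under the same settings apart from that without an intensity trend, *HNF4A* and *LDHA* without replicate 2, and *G6PC2* without replicate 8. *TDO2* was called under none of the settings. The 15 further tested genes taken from the paper's text include some that it does not report as differentially expressed, such as *PDX1*. Others, such as *SLC27A6*, are also in its Table 3. A gene among the 15 that did not pass is therefore not always a difference from the paper. Of the 15, 3 passed the adjusted p. The number was 6 after scaling by the median of ratios or quantile normalization, 8 with library weights and 9 higher and 1 lower without replicate 2. Of the 9 tested genes of carbohydrate metabolic process in Table 3, 2 passed, and 8 did without replicate 2.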

Other observations

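The splits of the libraries for the genes past the adjusted p alone and for the lists were tests chosen after the result was seen. Of 16 stroma genes 0 rose and 0 fell in *SLC2A3*-RNAi pancreases (6 fell when adjusted over the list alone). Their median log2FC was −0.39 (camera adjusted p = 7.5e-05, adjusted p = 0.446 with an estimated correlation). *COL1A1*, the main collagen of connective tissue, was at 2467 ± 403 TPM against 3872 ± 1100 TPM (SD, n = 4 each), with a log2FC of −0.62 (standard error 0.20, limma adjusted p = 0.199). Of 11 endothelium genes 0 rose and 0 fell (median log2FC −0.13, camera adjusted p = 0.186), as of 8 immune and spleen genes (0.03, camera adjusted p = 0.139) and 5 adrenal and kidney genes (0.14, camera adjusted p = 0.399), also when adjusted over each list alone. Of 9 stomach genes 0 rose and 0 fell (1 rose when adjusted over the list alone), with a median log2FC of −0.07 and a mean of 0.11 (camera adjusted p = 0.267, direction up). Of 15 enteric muscle and nerve genes 1 rose, *SYNPO2*, an actin-binding protein of smooth muscle, and 0 fell (5 rose when adjusted over the list alone, camera adjusted p = 0.0052, adjusted p = 0.454 with an estimated correlation). *SYNPO2* had a log2FC of 0.85 (standard error 0.17, limma adjusted p = 0.0494) and did not pass without 3_472, 5_472, 6_472, 7_SC or 11_SC (limma adjusted p = 0.12 to 0.146) or with no filter on low values (0.112), while 6 genes of this list rose without 2_472. Of 8 erythroid genes 0 rose and 0 fell (camera adjusted p = 0.0021, adjusted p = 0.446 with an estimated correlation).

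Stress genes moved in both directions. Of 22 genes of the integrated stress response, 3 rose, *PCK2*, *ALDH18A1* and *STC2*, and 1 fell, *PSAT1*, an enzyme of serine synthesis (6 rose and 2 fell when adjusted over the list alone). The median log2FC was −0.03 and the mean 0.14 (camera adjusted p = 0.258, direction up). *ALDH18A1*, an enzyme of proline synthesis, had a log2FC of 0.65 (standard error 0.14, limma adjusted p = 0.0763) and *STC2*, a secreted glycoprotein, one of 0.78 (standard error 0.16, limma adjusted p = 0.0662). *ALDH18A1* did not pass without 3_472, 5_472, 6_472, 7_SC, 8_SC, 11_SC or 12_SC, nor *STC2* without 3_472, 5_472, 6_472, 7_SC, 11_SC or 12_SC (limma adjusted p = 0.105 to 0.195). *ALDH18A1* did not pass with no filter on low values (limma adjusted p = 0.147) or with no intensity trend (0.106) either. Genes of this list that rose then numbered 1 without 3_472, 5_472, 6_472, 7_SC, 11_SC or 12_SC, and 0 fell without 3_472, 5_472, 6_472, 7_SC, 8_SC or 11_SC. Of 14 hypoxia genes 1 rose, *NDRG1*, and 0 fell (2 rose when adjusted over the list alone). Their median log2FC was 0.14 (camera adjusted p = 0.0344, adjusted p = 0.454 with an estimated correlation), and 3 rose without 2_472 and 0 without any 1 of the other 7 libraries. Of 11 genes of the mitochondrial genome 0 rose and 0 fell (camera adjusted p = 0.0012, adjusted p = 0.454 with an estimated correlation), as of 14 immediate early and heat shock genes (median log2FC 0.03, camera adjusted p = 0.267). Mean TPM of the hormone genes was 20.3% lower for *GCG* (exact permutation p = 0.171), 17.9% lower for *PPY* (exact permutation p = 0.314) and 5.24% lower for *SST* (exact permutation p = 0.743).

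The 8 libraries can be split into 4 and 4 in 35 ways. The real split gave 274 called genes, against at most 22 in the other splits, and 339 past the adjusted p alone, against at most 22. Only 1 split, the real one, gave as many, which argues against chance for these 2 counts. As 1 of 35 is the smallest share that the splits allow, chance is not excluded. For the 23 lists past camera at the preset correlation the splits do not argue against chance, as 8 splits gave as many and the highest other gave 28.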
